# A ketogenic diet reduces age-induced chronic neuroinflammation in mice Running title: ketogenic diet and brain inflammaging

**DOI:** 10.1101/2023.12.01.569598

**Published:** 2023-12-04

**Authors:** Mitsunori Nomura, Natalia Faraj Murad, Sidharth S Madhavan, Brenda Eap, Thelma Y Garcia, Carlos Galicia Aguirre, Eric Verdin, Lisa Ellerby, David Furman, John C Newman

**Keywords:** Beta-hydroxybutyrate (BHB), ketogenic diet, inflammaging, brain

## Abstract

Beta-hydroxybutyrate (BHB) is a ketone body synthesized during fasting or strenuous exercise. Our previous study demonstrated that a cyclic ketogenic diet (KD), which induces BHB levels similar to fasting every other week, reduces midlife mortality and improves memory in aging mice. BHB actively regulates gene expression and inflammatory activation through non-energetic signaling pathways. Neither of these activities has been well-characterized in the brain and they may represent mechanisms by which BHB affects brain function during aging. First, we analyzed hepatic gene expression in an aging KD-treated mouse cohort using bulk RNA-seq. In addition to the downregulation of TOR pathway activity, cyclic KD reduces inflammatory gene expression in the liver. We observed via flow cytometry that KD also modulates age-related systemic T cell functions. Next, we investigated whether BHB affects brain cells transcriptionally *in vitro*. Gene expression analysis in primary human brain cells (microglia, astrocytes, neurons) using RNA-seq shows that BHB causes a mild level of inflammation in all three cell types. However, BHB inhibits the more pronounced LPS-induced inflammatory gene activation in microglia. Furthermore, we confirmed that BHB similarly reduces LPS-induced inflammation in primary mouse microglia and bone marrow-derived macrophages (BMDMs). BHB is recognized as an inhibitor of histone deacetylase (HDAC), an inhibitor of NLRP3 inflammasome, and an agonist of the GPCR Hcar2. Nevertheless, in microglia, BHB’s anti-inflammatory effects are independent of these known mechanisms. Finally, we examined the brain gene expression of 12-month-old male mice fed with one-week and one-year cyclic KD. While a one-week KD increases inflammatory signaling, a one-year cyclic KD reduces neuroinflammation induced by aging. In summary, our findings demonstrate that BHB mitigates the microglial response to inflammatory stimuli, like LPS, possibly leading to decreased chronic inflammation in the brain after long-term KD treatment in aging mice.

## Introduction

The ketone body beta-hydroxybutyrate (BHB) is a small metabolite primarily synthesized in the liver that functions as a glucose-sparing energy source in extrahepatic organs, including the brain and heart^1–3^. In healthy adults, the non-fasting blood concentration ranges from 0.05–0.25 mM, while with prolonged exercise, fasting, or the absence of dietary carbohydrates, it can reach 0.5–8 mM^2^. In addition to its role as an energy source, BHB is increasingly recognized as a signaling metabolite. For instance, it acts as an inhibitor of NLRP3 inflammasome^4,5^, an inhibitor of class I histone deacetylases (HDACs)^6^, and also a modifier of protein lysine beta-hydroxybutyrylation (Kbhb)^7^. Moreover, BHB serves as a ligand for the G-protein-coupled receptor hydroxycarboxylic acid receptor 2 (Hcar2, HCA2, GPR109A)^8^. A recent study suggests that BHB can prevent vascular senescence by binding with hnRNP A1, a member of the hnRNP family responsible for RNA processing, and enhancing the expression of Oct4^9^. BHB, a chiral molecule, has two enantiomers: R-BHB and S-BHB. The former is the dominant endogenous product and can be readily catabolized into acetyl-CoA and ATP, while the latter cannot^2^.

A ketogenic diet (KD) contains high fat, moderate amounts of protein, and little to no carbohydrate to stimulate endogenous ketone body production, particularly BHB. We previously demonstrated that a non-obesogenic “cyclic” KD, alternated with a typical diet every other week, reduces mortality and enhances memory in aging mice^10^. During the study, the peak plasma levels of R-BHB in the cyclic KD-fed mice were 1.5–2.5 mM upon consuming the KD^10^. Independently, Roberts et al. showed that a non-obesogenic, isocaloric KD enhances longevity and health span, including brain function, in aging mice^11^. Recently, Tomita et al. demonstrated that feeding aging mice with the exogenous BHB precursor 1,3-butanediol increases lifespan^12^. Their findings suggest that promoting BHB production might directly enhance longevity and health in aging mice. The mechanisms by which KD and/or BHB enhance longevity are incompletely understood. One possibility is via regulation of the target of rapamycin (TOR) signaling, a pathway known to broadly regulate longevity, most profoundly by caloric restriction^13^. The network responds to nutrients (e.g., glucose, amino acids), and regulates cell metabolism, such as autophagy, protein synthesis, and lipid metabolism^14^. Rapamycin, a TOR inhibitor, extends the lifespan of various strains of mice^15^. In our study, we conducted RNA sequencing (RNA-seq) and RT-qPCR analyses and found that both a one-week KD and a one-year cyclic KD reduced TOR activation and upregulated PPARα target genes in the liver and kidney^10^. Roberts et al. also suggest an isocaloric KD inhibits hepatic TOR signaling^11^. While both studies indicate that the KD focuses on improving memory in the aging brain, the transcriptional changes in the brain after KD treatments and the cell-specific effects in the brain following BHB activation were not explored.

In this study, we first use RNA-seq from the liver of a one-year cyclic KD-fed cohort^10^, to show that a long-term non-obesogenic KD strongly inhibits hepatic chronic inflammation. Using *in vitro* models, we demonstrate that the acid form of R- and S-BHB significantly reduces the lipopolysaccharide (LPS)-induced inflammatory response in human and mouse primary microglia and bone marrow-derived macrophages (BMDMs). In contrast, R-BHB modestly activates inflammatory pathways in LPS-untreated primary human astrocytes and neurons. Examining the brain gene expression of our KD cohorts^10^, we found that one-year KD feeding reduces age-induced neuroinflammation, a distinct pattern from the one-week KD feeding. In summary, BHB decreases LPS-induced inflammation in microglia and reduces brain inflammation in aging *in vivo*, supporting a key role for inflammatory modulation in the effect of KD on ameliorating brain aging phenotypes in mice.

## Materials and Methods

### Mouse strains, housing, and husbandry

The mouse experiments involved mice housed either at Buck Institute for primary cell isolation or previously housed as described at Gladstone Institutes for long-term cyclic KD studies^10^. All mice were maintained according to the National Institutes of Health guidelines, and all experimental protocols were approved by the Buck Institute Institutional Animal Care and Use Committee (IACUC) or the UCSF IACUC (for mice previously housed at Gladstone). All mice were maintained in a specific pathogen-free barrier facility on a 7:00 am to 7:00 pm light cycle (6:00 am to 6:00 pm at Gladstone). To prepare primary microglia, astrocytes, and bone marrow-derived macrophages (BMDMs), we initially acquired C57BL/6 mice from the National Institute on Aging’s Aged Rodent Colony. The mice were kept in an animal facility and maintained under a light cycle from 6:00 a.m. to 6:00 p.m. We ensured that all mice were managed following the National Institutes of Health guidelines, and every procedure and protocol was approved by the Buck Institutional Animal Care and Use Committee (IACUC). The details of all mice using the *in vivo* RNAseq experiments and immunophenotyping in blood are described previously^10^. Briefly, C57BL/6 male mice were obtained from the National Institute on Aging’s Aged Rodent Colony at 11 months of age and started on experimental diets at 12 months of age. Aging mice were monitored with increasing frequency based on a protocol developed in collaboration with UCSF LARC veterinarians. The groups of mice designated for tissue collection after 1 week and 12 months on the experimental diets were separate from the other lifespan and behavioral testing cohorts.

### Mouse diets and feeding

The mouse diet specifics have been previously described^10^. Upon arrival, until switched to experimental diets, mice were fed the Gladstone Institutes standard vivarium chow (chow) with 24 % protein, 13 % fat, and 62 % carbohydrates. The customized diets from Envigo contained the following macronutrient content per calorie: Control (CD) with 10% protein, 13% fat, and 77% carbohydrate (TD.150345); KD with 10% protein and 90% fat (TD.160153). Both diets had similar micronutrient content, fiber, and preservatives on a per-calorie basis, had similar fat sources, and were always provided *ad libitum*. All food was changed once per week; for the cyclic KD condition, this involved switching diets.

### RNA-Seq

The dataset of one-week KD liver RNA-seq has been already published^10^. For in vivo sequencing, RNA was isolated using the Direct-zol RNA MiniPrep kit (Zymo Research) following the manufacturer’s protocol. Subsequent RNA sample processing was conducted by UC Davis DNA Technologies & Expression Analysis Core. RNA integrity and concentrations were assessed using an Agilent Bioanalyzer. The library was prepared using the KAPA RNA HyperPrep Kit (Roche) and QIAseq FastSelect RNA Removal Kit (QIAGEN), and sequencing was performed on a NovaSeq 6000 (Illumina). For in vitro (3’ Tag-Seq) sequencing, RNA was isolated using the Quick-RNA MicroPrep Kit (Zymo Research) according to the manufacturer’s protocol. Downstream processing of the RNA samples was carried out by the UC Davis DNA Technologies & Expression Analysis Core. RNA integrity and concentrations were confirmed using an Agilent Bioanalyzer. The library was prepared with the KAPA RNA HyperPrep Kit (Roche) and sequenced on a HiSeq 4000 (Illumina). Quality reports were assessed before and after trimming reads using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and MultiQC (https://multiqc.info). For the analysis, low-quality bases and adapters were removed using trimmomatic and reads were mapped to the reference genome (GRCm38, http://nov2020.archive.ensembl.org/Mus_musculus/Info/Index) with STAR^16,17^. The count matrixes were generated with RSEM^18^. For differential expression analysis, DEseq2 was used^19^, and p-values were corrected using False Discovery Rate (FDR). For the differentially expressed genes (DEGs), we considered adjusted p-value < 0.05 and |log fold change| > 1.0. Panther database was used for transcripts annotation^20^. Enrichment analyses to find significant pathways/signatures associated with the DEGs were done using clusterprofiler^21,22^, DOSE^23^, org.Hs.eg.db^24^, and org.Mm.eg.db^25^. Data were visualized using packages ggplot2^26^ and gridExtra. Gene lists were prepared for gene set enrichment analysis (GSEA)^27^ by ranking by t-statistic and duplicate or missing gene identifiers were removed. We used the Molecular Signatures Database (MSigDB) hallmark gene set, gene ontology (GO)^28^, and Kyoto Encyclopedia of Genes and Genome (KEGG)^29^ analyses. GSEA for the gene ontology (GO) biological process was executed for genes with a p-value cutoff of 0.01 and GSEA for the KEGG pathway was executed for genes with a p-value cutoff of 0.05. To visualize concordant and discordant gene overlap, the Rank-Rank Hypergeometric Overlap (RRHO) package was used^30^. We selected the lists of common genes between the pairs of comparisons and listed by down- and up-regulated. We ordered all the genes by log-foldchange and generated the gene lists that provided the most significant overlap.

### Flow cytometry

For the blood samples, red blood cells were lysed using an ammonium-chloride-potassium (ACK) buffer. Lymphocytes from the blood were stained with the LIVE/DEAD Fixable Green Dead Cell Stain Kit (L34970; Invitrogen) and antibodies against the surface antigens: TCRβ (H57–597, BioLegend), CD4 (RM4–5, BioLegend), CD8 (53–6.7, BioLegend), PD-1 (J43; BD Biosciences), and then fixed with 1% PFA. For the Foxp3 staining, the cells underwent an additional staining process using anti-Foxp3 (MF23; BD Biosciences) following the manufacturer’s protocol. Stained cells were acquired on an LSRII (BD), and the FlowJo program was used for data analysis.

### Cell culture

Primary human microglia (#1900), astrocytes (#1800), and neurons (#1520) were purchased from ScienCell. No identification information such as sex, age, or origin of the cells was provided. The culture media were Microglia Medium (#1901), Astrocytes Medium (#1801), and Neuron Medium (#1521), respectively (all include 10 % FBS, penicillin-streptomycin, and growth supplement). For the preparation of primary mouse microglia and astrocytes, postnatal 0–2 pups (C57BL/6 background) were euthanized by decapitation. The brains were collected and triturated in PBS using a serological pipette. After centrifugation, cells were resuspended and plated in poly-L-lysine-coated flasks. The cells were cultured in DMEM (10–013-CV; Corning) with 10 % FBS (35–011-CV; Corning) and penicillin-streptomycin (30–002-CI; Corning) and the media were replaced at two to three days a week. After ten days, microglia were removed and collected by tapping and shaking the flasks. The remaining cells in the flasks were used as astrocytes. Both IMG and BV-2 cells were kindly provided by the Andersen Lab at the Buck Institute and cultured in DMEM with 10 % FBS and penicillin-streptomycin. For the preparation of bone marrow-derived macrophages, adult C57BL/6 mice were euthanized, and the leg bones were cleaned. The bone marrow was flushed from the bones using PBS. The cells were then centrifuged, resuspended, and plated on Petri dishes. The cells were cultured in DMEM with 10% FBS, penicillin-streptomycin, and 10ng/ml of M-CSF (576404; BioLegend). New media were added three days later, and after seven days, macrophages were collected for subculturing. Cells were treated with 10 mM (several concentrations were used in Supplemental Figure 7B) R-BHB (54920; Sigma), 10 mM S-BHB (54925; Sigma), 10 mM Na-R-BHB (298360; Sigma), 10 mM Na-S-BHB (sc-236887; Santa Cruz), 5 mM Bu (L13189; Alfa Aesar), 5 mM Na-Bu (B5887; Sigma), 100 ng/ml LPS (sc-3535; Santa Cruz), 10 mM NaCl (BDH9286; VWR), 5 mM ATP (tlrl-atpl; InvivoGen), 10 μM nigericin (tlrl-nig; InvivoGen), 1 μM MCC950 (17510; Cayman) following the described time course.

### Small interfering RNA (siRNA) transfection

Three synthetic siRNAs, siGENOME Non-Targeting siRNA Control Pool #1 (siCtrl; D-001206–14-05), siGENOME Mouse Hcar2 siRNA (siHcar2; M-040890–00-0005), and siGENOME Mouse Hnrnpa1 siRNA (siHnrnpa1; M-040887–01-0005), were purchased from Horizon Discovery. The oligos were transfected into primary mouse microglia using INTERFERin (101000028; Polyplus) following the manufacturer’s protocol. The cells were used for further experiments after 24 hours.

### Quantitative PCR

RNA was isolated by Quick-RNA MicroPrep Kit (R1051; Zymo Research) and cDNA synthesis was carried out with Superscript cDNA Synthesis Kit (1708891; BioRad) and real-time quantitative PCR was performed using iTaq Universal SYBR Green Supermix (1725121; BioRad) in a BioRad CFX96 Real-Time System. Gene expression analyses were normalized to the B2m housekeeping gene. Primers; B2m: Fw_ACAGTTCCACCCGCCTCACATT, Rv_TAGAAAGACCAGTCCTTGCTGAAG; Il1b: Fw_TGGACCTTCCAGGATGAGGACA, Rv_GTTCATCTCGGAGCCTGTAGTG; Il6: Fw_TACCACTTCACAAGTCGGAGGC, Rv_CTGCAAGTGCATCATCGTTGTTC; Ccl2: Fw_GCTACAAGAGGATCACCAGCAG, Rv_GTCTGGACCCATTCCTTCTTGG; Hcar2: Fw_ CTGTTTCCACCTCAAGTCCTGG, Rv_ CATAGTTGTCCGTCAGGAACGG; Hnrnpa1: Fw_ CGAAACAACCGACGAGAGTCTG, Rv_ CATGGCAGCATCCACTTCTTCC.

### Western blotting

Cells and tissues were lysed by a RIPA buffer (1% NP-40, 1% sodium deoxycholate, 0.1% SDS,150mM NaCl, and 25mM Tris-HCl, pH 7.6) with protease inhibitor cocktail (11836170001; Roche). The proteins of the supernatant for the IL-1β secretion inflammasome assay were precipitated by chloroform and methanol. These lysates were prepared by a sample buffer (NP0007; Invitrogen) with 10 % 2-Mercaptoethanol and loaded onto 4–20% precast polyacrylamide gels (4561096, 5671095; Bio-Rad). Imaging was performed with enhanced chemiluminescent detection (34096; Thermo Scientific) on an Azure Biosystems c600 imager. Antibodies; anti-H3K9bhb: PTM-1250, PTM Biolabs; anti-H3K9ac: #9496, Cell Signaling; anti-H3: 07–690, Millipore; anti-Gapdh: 60004–1-lg, Proteintech; anti-HSP90: 610419, BD Biosciences; anti-Kac: #9441, Cell Signaling; anti-Kbhb: PTM-1201, PTM-Biolabs; anti-IL-1β: GTX74034, GeneTex; anti-mouse IgG: #7076, Cell Signaling; anti-rabbit IgG: #7074, Cell Signaling.

### IL-1β ELISA

IL-1β secretion was detected by IL-1 beta Mouse Uncoated ELISA Kit (88–7013-88; Invitrogen) following the manufacturer’s protocol.

### Quantification and statistical analysis

Figures are presented as mean ± SD, and P values are calculated by one-way ANOVA with additional post-hoc testing for group comparisons. In the figures, P values are denoted by real values or asterisks (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Statistical calculations are carried out in Prism 10 (GraphPad). In Supplemental Figure 2B, one value was identified as an outlier by both the ROUT and Grubb’s test and removed.

## Results

### One-year KD reduces hepatic chronic inflammation

Previously, we demonstrated that an alternate-week cyclic KD, which is non-obesogenic, can enhance the lifespan and healthspan in aging mice^10^. We and Roberts et al. also showed that non-obesogenic KDs suppress TOR activity in the liver^10^. Goldberg et al. found that a one-week KD activates γδ T cells in adipose tissue and restricts inflammation, whereas a four-month ad libitum KD promotes obesity and adipose chronic inflammation in mice^31^, which suggests the effects of a KD in chronic inflammation depend on the feeding regimens (e.g., durations, obesogenic / non-obesogenic). Chronic inflammation is a hallmark of aging and is associated with morbidity and mortality in aging^14,32,33^. We hypothesized a KD inhibits chronic inflammation during aging (“inflammaging”) if the KD does not cause obesity. 

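Liver RNA was sequenced from 16 male mice at 26 months of age, 8 kept on a control diet (CD) and 8 on the cyclic KD, in which KD and CD alternate by the week. Ribosomal RNA was removed before library preparation. The authors trimmed the reads, aligned them to the mouse genome GRCm38 with STAR and deposited raw counts per gene for 54446 Ensembl gene identifiers. The CD libraries hold 8090281 to 12682087 counts with a median of 11432014, and the KD libraries 6879726 to 11786410 with a median of 9011340. Counts were compared between the diets with the quasi-likelihood test of edgeR after TMM normalization, over the 18002 genes that passed its filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. Lists of pathway and cell type genes, written by hand beforehand, were tested with camera, which compares the members of a list with all other genes at a preset correlation of 0.01 between genes.
The livers of one diet varied widely, with a common biological coefficient of variation of 0.481. In counts simulated at this spread and depth, 29 of 100 genes with a log2 fold change of 1 and 85 of 100 genes with a log2 fold change of 2 were recovered. The libraries also differed in genes that the liver does not express. The predicted gene Gm10800 took 1.23% to 2.39% of the counts in 5 KD libraries and 1.61% in CD replicate 1, against at most 0.0058% in the other 10 libraries, 7 CD and 3 KD. Genes of olfactory, vomeronasal and taste receptors, 1731 in all, ran with it, at a mean of 0.212 CPM per kb of exon in KD and 0.067 in CD. The number of genes with a count had a median of 42974 in KD and 27292.5 in CD.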

To examine changes in the liver transcription after a long-term (one-year) cyclic KD treatment, we conducted bulk RNA-seq and Gene Set Enrichment Analysis (GSEA) (Figure 1A). The tissue samples were collected during a control diet (CD) feeding period to focus on persistent long-term effects related to aging rather than transient acute effects of the KD. We found many KD-regulated genes (Supplemental Figure 1A), and the KD led to the suppression of “mTORC1 signaling” and “PI3K AKT mTOR signaling”, as expected (Figure 1B). 

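No single gene separated the 8 KD livers from the 8 CD livers in the main test. By edgeR, 0 genes were higher and 0 lower in KD at an adjusted p under 0.05, while 2792 genes had an unadjusted p under 0.05, 1268 of them higher in KD and 1524 lower. With the sample quality weights of limma the count was also 0. DESeq2, the tool of the paper, called 42 genes higher and 55 lower, and 60 of these 97 genes had an absolute log2 fold change above 1. Without CD replicate 1, the only CD liver high in Gm10800, edgeR called 103 genes higher and 14 lower. Gm10800 was then high in 5 KD livers and in no CD liver. Whether these calls come from the diet or from that signal cannot be told. Without CD replicate 4 edgeR called 1 gene lower.
mTORC1 is the kinase complex that drives growth when amino acids and insulin are plentiful. The 65 tested genes activated through it had a median log2 fold change of -0.03 (mean -0.18), 28 of them above 0, and the list did not pass camera (adjusted p = 0.112). It passed in preranked GSEA (adjusted p = 0.0156), the method nearest to that of the paper, and in camera without CD replicate 6 (adjusted p = 0.0403). Its members with the smallest p were Ddit4, which restrains mTORC1 under stress, Hk2, the first enzyme of glycolysis in growing cells, and Slc3a2, a subunit of amino acid transporters. Ddit4 stood at 8.9 ± 3.4 CPM (SD, n = 8) in KD and 36.0 ± 57.4 in CD, a log2 fold change of -2.02 (SE 0.64, adjusted p = 0.29 from edgeR). Hk2 had a log2 fold change of -2.33 (SE 0.76) and Slc3a2 of -0.88 (SE 0.30), each with the same adjusted p.
The 63 components of the PI3K, AKT and mTOR pathway were lower in KD by camera (adjusted p = 0.0398), with a median log2 fold change of -0.01 and 31 genes above 0. The call was lost with a correlation estimated from the data (adjusted p = 0.689) and without CD replicate 2, 4 or 8 or KD replicate 10 or 11 (adjusted p from 0.0616 to 0.164). Lamtor1, which anchors mTORC1 at the lysosome, had a log2 fold change of -0.33 (SE 0.11), Cfl1, which severs actin filaments, of -0.78 (SE 0.27), and Rac1, a GTPase of the cell cortex, of -0.42 (SE 0.15). No member of either list passed the gene test, also when adjusted over the list alone. In the Reactome collection, neither mTOR signalling (27 genes, adjusted p = 0.579) nor the PI3K cascade (54 genes, adjusted p = 0.834) passed camera.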

The cyclic KD also led to the suppression of several hallmark pathways, including “TNFA Signaling via NFkB,” “Interferon Alpha Response,” “Inflammatory Response,” and “Interferon Gamma Response”, which are generally related to chronic inflammation (Figure 1B). 

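Inflammatory genes were lower in the KD livers than in part of the CD livers. The scores of these genes, mean z-values, were 1.03 to 1.47 in CD replicates 3, 5, 6 and 7, -1.08 to -0.471 in the other 4 CD livers and -0.873 to 0.837 in KD. The same 4 CD livers had the lowest shares of mitochondrial counts (1.68% to 1.91%, against 2.61% to 4.12% in the other 12) and of counts in the 10 highest genes (6.10% to 7.15%, against 8.35% to 11.9%). Of 60 tested cytokines, chemokines, receptors and sensors of the inflammatory response, 4 had a log2 fold change above 0, and the median was -1.28 (camera, adjusted p = 5.3e-08). With the correlation estimated from the data, neither this nor any other liver list passed (adjusted p of at least 0.689). The 62 targets of TNF and NF-kB had a median of -0.31 with 16 above 0 (adjusted p = 5.6e-04). The 49 genes of the interferon gamma response had a median of -0.35 with 11 above 0 (adjusted p = 8.3e-04), and the 59 genes induced by type I interferon a median of -0.15 with 18 above 0 (adjusted p = 0.0084). Within each list, 0 genes were higher and 0 lower by edgeR, also when adjusted over the list alone.
P2rx7 (ENSMUSG00000029468, chromosome 5, 122643911 to 122691432 of GRCm38) encodes an ATP-gated channel that activates the NLRP3 inflammasome. It stood at 20.6 ± 12.1 CPM (SD, n = 8) in KD and 106 ± 122 in CD, a log2 fold change of -2.36 (SE 0.75, adjusted p = 0.29). Mefv, which encodes the inflammasome sensor pyrin, had a log2 fold change of -2.03 (SE 0.63), and Adm, which encodes the vessel-relaxing peptide adrenomedullin, one of -1.89 (SE 0.59). Among the NF-kB targets, Ehd1, which recycles endosomes, had a log2 fold change of -0.93 (SE 0.28), while Phlda1, a brake on growth factor signals, went the other way at 1.41 (SE 0.46). Il18bp, which neutralizes interleukin 18, had a log2 fold change of -0.96 (SE 0.41), the Fc receptor gene Fcgr1 one of -1.62 (SE 0.74), and the interferon-inducible DNA sensors Ifi207 and Ifi204 -1.19 (SE 0.61) and -0.98 (SE 0.57).
Some members are shown in Fig. 1C or 4C, which the paper drew from these samples; without them the inflammatory response list still passed (47 genes, adjusted p = 1.6e-06), as did the NF-kB list (50 genes, 0.0013), the interferon gamma list (45 genes, 0.0018) and the type I interferon list (56 genes, 0.0134). With the receptor genes of each library as a covariate, an alternative chosen after seeing the data, the inflammatory response list remained lower (median -0.48, adjusted p = 0.0082), the NF-kB list did not pass (0.601), the interferon gamma list turned to higher without passing (0.409), and the type I interferon list was higher (0.0425). The type I interferon call was also lost without CD replicate 5 or 7 or KD replicate 10 or 14 (adjusted p from 0.0714 to 0.219).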

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses revealed that the KD suppresses immune response-related pathways such as the “immune system process” (GO), and “Phagosome” (KEGG) (Supplemental Figure 1B, C). However, a one-week KD did not change the inflammatory pathways (via reanalysis of a data set reported previously^10^) (Supplemental Figure 1D). These findings suggest that, contrary to short-term feeding, a non-obesogenic KD can mitigate chronic inflammation in the liver over an extended period.

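Genes of phagocytic cells were lower in KD as lists. The 51 genes of the phagosome, none of which is shown in the heatmaps, had a median log2 fold change of -0.66 with 4 above 0 (camera, adjusted p = 2.0e-09), a call lost with an estimated correlation. Rab7 (chromosome 6, 87999106 to 88045270 of GRCm38), which matures phagosomes into lysosomes, was at 123 ± 11.2 CPM (SD, n = 8) in KD and 157 ± 28.8 in CD, a log2 fold change of -0.35 (SE 0.11, adjusted p = 0.29 from edgeR). Itgam, the complement receptor of myeloid cells, had a log2 fold change of -3.13 (SE 1.01), and Mpo, the peroxidase of neutrophil granules, one of -4.06 (SE 1.35). In the Reactome collection, innate immunity (458 genes, median -0.13), cytokine signaling (205 genes, median -0.17), interferon signaling (105 genes) and MHC class II antigen presentation (76 genes, median -0.21) were lower (adjusted p = 5.8e-06, 1.6e-05, 2.2e-04 and 5.8e-06), and none held with an estimated correlation (adjusted p of at least 0.559).
Of 11 tested marker genes of neutrophils, 10 were lower in KD when adjusted over the list alone and 0 over all genes (median log2 fold change -3.72, camera adjusted p = 0.0050). Neither this list nor the lists of cells below passed camera with an estimated correlation. Of 14 markers of Kupffer cells, the resident macrophages of the liver, 11 were lower in the same sense (median -1.72, adjusted p = 4.5e-05). The markers of monocytes and recruited macrophages had a median of -1.34 (25 genes, adjusted p = 0.0075), and those of T and NK cells one of -0.50 (25 genes, adjusted p = 0.010), among them Cd4 at -2.54 (SE 0.65). The alarmin genes S100a8 and S100a9 of neutrophils had log2 fold changes of -4.29 (SE 1.14) and -5.26 (SE 1.33), the gelatinase gene Mmp9 of -5.42 (SE 1.34), and Cd163, which clears hemoglobin in macrophages, of -2.58 (SE 0.80). Each had an adjusted p of 0.29 by edgeR and passed the test in DESeq2. In CD replicates 3, 5, 6 and 7, S100a8 was at 19.3 to 202 CPM, against 0.789 to 1.59 CPM in the other 4 CD livers and 1.16 to 7.41 CPM in the 8 KD livers.

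**Figure D1:**
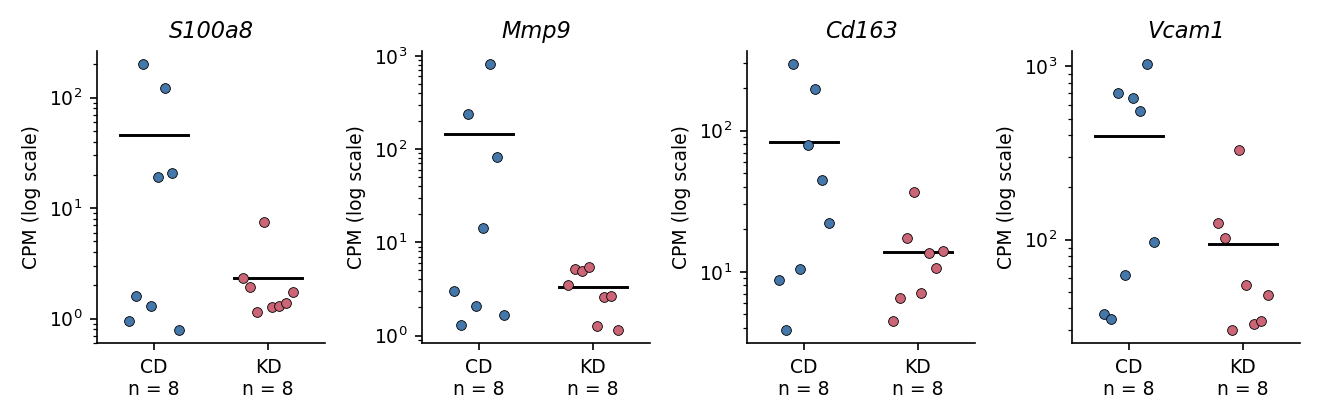
CPM of 4 genes of immune cells on a log scale, 1 point per liver (n = 8 per diet), with a line at each mean. S100a8, Mmp9 and Vcam1 are high in 4 CD livers, while Vcam1 reaches at most 328 CPM in KD and 1033 CPM in CD.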

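Beside immune genes, camera at the preset correlation called lists of lipid synthesis and bile duct genes, none of which held with an estimated correlation. Cholesterol synthesis genes were higher in KD, 28 of 32 above 0 (median log2 fold change 0.52, camera adjusted p = 6.3e-04), as were genes of fatty acid and triglyceride synthesis (23 of 25 above 0, median 0.46, adjusted p = 5.6e-04) and of fatty acid oxidation under PPARα (43 of 49 above 0, median 0.23, adjusted p = 0.0014). Lss, which closes the sterol ring, was at 116 ± 54.4 CPM (SD, n = 8) in KD and 65.2 ± 37.2 in CD (log2 fold change 0.83, SE 0.36, adjusted p = 0.31 from edgeR). Elovl5, which elongates unsaturated fatty acids, had a log2 fold change of 0.82 (SE 0.38), and Fgf21, a fasting hormone of the liver, one of 2.08 (SE 0.75). Nuclear-encoded subunits of the respiratory chain were above 0 in 68 of 70 genes (median 0.17, adjusted p = 0.0014), and hepatocyte markers in 29 of 31 (median 0.32, adjusted p = 0.0057). Cell cycle genes were lower, 3 of 72 above 0 (median -0.83, adjusted p = 1.2e-06).
Of 12 markers of bile duct cells, 6 were higher in KD when adjusted over the list alone and 0 over all genes (median 1.36, adjusted p = 6.3e-04). Their scores were 0.968 to 1.76 in KD replicates 9, 10 and 13, while the other 5 KD livers, at -0.736 to 0.149, overlapped the CD livers, at -0.813 to 0.367. The keratin gene Krt19 stood at 4.68 ± 5.27 CPM in KD and 0.823 ± 0.476 in CD (log2 fold change 2.53, SE 0.67, adjusted p = 0.29, and past the test in DESeq2). Of 11 mesothelial markers, 6 were higher in the same sense (median 0.99, adjusted p = 0.0057). B and plasma cell markers were higher (19 genes, median 0.60, adjusted p = 0.012). Endothelial (18 genes, median 0.01, adjusted p = 0.82) and stellate cell markers (18 genes, median -0.01, adjusted p = 0.513) did not pass. In the 10 libraries with little Gm10800, chosen after seeing the data, the inflammatory response and phagosome lists were still lower in KD (medians -0.82 and -0.49, adjusted p = 0.0048 and 1.5e-04), while the NF-kB and interferon gamma lists did not pass (0.357 and 0.561) and the type I interferon list turned to higher in KD without passing (0.268). From the suppressed pathways after one year and their absence after one week, the paper proposes that a non-obesogenic KD lessens chronic inflammation in the liver over a long period.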

Recent studies suggest that KDs and BHB can improve T cell immune functions in both humans and mice^34–36^. To examine the impact of a cyclic KD on age-related immunophenotyping systemically, blood samples were collected and analyzed after a one-year KD intervention at 24 months of age (Supplemental Figure 2A). As with the liver, these samples were collected during a period of feeding on a CD. We compared aging effects by using 3-month and 12-month-old mice. The KD did not significantly alter the overall proportion of either CD4^+^ or CD8^+^ cells; however, it significantly reversed the CD8^+^/CD4^+^ ratio that was increased by the aging process (Supplemental Figure 2B). The diet did not affect the populations of Foxp3^+^/CD4^+^ (regulatory T cells), PD-1^+^/CD4^+^, and PD-1^+^/CD8^+^ (Supplemental Figure 2C, D). These findings indicate that a non-obesogenic KD could partially reverse systemic immune functions affected by aging.

### R-BHB reduces LPS-induced inflammation in human primary microglia

In mice, KD induces hepatic R-BHB production and increases plasma and brain levels by more than tenfold^37^. We hypothesize that R-BHB directly modulates brain functions, including chronic neuroinflammation. To examine the transcriptional effects of R-BHB on brain cells, we initially employed *in vitro* culture models for primary human microglia, astrocytes, and neurons. Chronic inflammation is also a hallmark of brain aging and neurodegenerative diseases^38,39^. There are no established *in vitro* models that precisely represent age-induced inflammation, but to simulate systemic inflammation *in vitro*, we used LPS, which causes brain inflammation in *in vivo* models^40^. Our preliminary experiment demonstrated that a six-hour LPS incubation most strongly induces inflammatory cytokine levels in the microglia (Supplemental Figure 3A). The total incubation time for 10 mM R-BHB acid, the endogenous form of BHB induced by ketosis, was 24 hours, with activation by LPS for the final six hours. Gene expression was analyzed by RNA-seq (Figure 2A). Volcano plots indicate that R-BHB substantially altered gene expression in all three cell types, regardless of LPS stimulation. Meanwhile, LPS had the strongest effect on gene expression in microglia, but only demonstrated a weak effect on astrocytes and little effect on neurons (Supplemental Figure 3B-D). Hallmark analysis and gene expression patterns indicate that, in the absence of LPS stimulation, R-BHB upregulates inflammatory signaling through “TNFA Signaling via NFkB” and “Inflammatory Response,” while inhibiting cell cycle regulation pathways via “Mitotic Spindle” and “G2-M Checkpoint” in all three types of cells (Figure 2B and Supplemental Figure 4A-C). LPS stimulation activates inflammatory signaling in microglia and astrocytes, but not in neurons (Supplemental Figure 3E). With LPS co-treatment, R-BHB still activates inflammation pathways in neurons and astrocytes, but it suppresses signaling that includes the “Interferon Alpha Response” and “Interferon Gamma Response” in microglia (Figure 2C, Supplemental Figure 4B-D). Indeed, BHB substantially blunted the overall inflammatory gene response of LPS in microglia (Figure 2C and Supplemental Figure 4C). LPS stimulation reduced the expression of genes involved in ketogenesis, specifically CPT1A, HMGCL, and BDH1 in microglia and R-BHB induced certain monocarboxylate transporters (MCTs) in a cell-dependent manner. For instance, SLC16A7 expression was increased in neurons, and SLC16A6/10/14 was increased in microglia (Supplemental Figure 4E), which suggests a cell-specific ketogenic capacity in the brain. Based on GO and KEGG analyses, R-BHB appears to suppress several key pathways, including the “innate immune response” (GO) and “Chemokine signaling pathway” (KEGG) following LPS stimulation in microglia but not neurons and astrocytes (Supplemental Figures 5A-C and 6A-C). In summary, R-BHB alters the transcriptome in a brain cell-dependent manner, with specific anti-inflammatory effects on microglia.

### BHB acids reduce LPS-induced inflammation in mouse primary microglia

Next, we investigated the dose-dependent anti-inflammatory effects of R-BHB in primary mouse microglia, following the same time course as described in Figure 2A (Figure 3A). R-BHB (5 and 10 mM) effectively suppressed LPS-induced inflammatory cytokines, including IL-1β (Il1b), IL-6 (Il6), and TNFα (Tnf), in the cells, whereas the chemokine (C-C motif) ligand 2 (Ccl2) was unaffected. No effect was observed with a concentration of 1 mM (Supplemental Figure 7B). There are various possible ways in which R-BHB may regulate inflammation in microglia, such as inhibiting energy supply^41^, HDAC inhibition^42^, regulation of Kbhb^7^, the NLRP3 inflammasome^4,43^, Hcar2 (also known as HCA2 and GPR109A) activation^44,45^, and interaction with hnRNA A1^9^.

To examine the mechanisms, we used acid and sodium forms of both BHB enantiomers (R-BHB and S-BHB), each at a concentration of 10 mM, along with the related structures to BHB, such as sodium butyrate and butyric acid, which are also HDAC inhibitors^46^, at a concentration of 5 mM. We administered acid forms (R-BHB, S-BHB, and butyric acid (Bu)) and sodium salt forms (Na-R-BHB, Na-S-BHB, sodium butyrate (Na-Bu)) (Supplementary Figure 7A). Upon adding these compounds to the culture media, all acid forms caused a small decrease in the media pH, while the salt forms did not (Supplementary Figure 7A). R-BHB, S-BHB, Bu, and Na-Bu, but not Na-R-BHB and Na-S-BHB, decreased the expression of inflammatory cytokines (Il1b, Il6, and Tnf) when treated with LPS (Figure 3B). In primary microglia, the inclusion of sodium chloride (10 mM NaCl) does not alter the anti-inflammatory responses by R-BHB acid (Supplementary Figure 7C), suggesting sodium salt by itself does not affect inflammatory regulation. These findings indicate the mechanism(s) by which BHB reduces inflammation may be highly structurally specific or be modulated by small changes in the local cellular environment.

Since R-BHB serves as an endogenous HDAC inhibitor^6^ and a regulator of Kbhb^7^, we identified protein lysine acetylation (Kac) and Kbhb by western blotting (Figure 3C). Subsequently, we analyzed how these compounds induce epigenetic modifications. Without LPS, R-BHB and Na-R-BHB significantly stimulated the expression of protein Kbhb (the antibody is R form specific). Additionally, both compounds showed a mild increase in histone 3 lysine 9 beta-hydroxybutyration (H3K9bhb) while not influencing Kac or histone 3 lysine 9 acetylation (H3K9ac). On the other hand, both Bu and Na-Bu substantially increased the levels of H3K9bhb, H3K9ac, and Kac but not Kbhb. The same trend was observed in the presence of LPS as well (Figure 3C). The findings imply that BHB does not have a direct effect on HDAC inhibition to impede inflammation in microglia. BHB activates the GPCR Hcar2, which is reported to be necessary for BHB’s neuroprotective effect^44,45^. BHB also directly binds to heterogeneous nuclear ribonucleoprotein A1 (hnRNA A1) and upregulates Oct4, a regulator of pluripotency, in both vascular smooth muscle and endothelial cells^9^. We utilized small interfering RNA (siRNA) targeting Hcar2 and Hnrnpa1 to examine the respective functions of these genes in primary microglia (Supplemental Figure 7D), Both siRNAs decreased each expression by approximately 50% and LPS incubation led to a 100-fold rise in Hcar2 expression. Knockdown of either Hcar2 or Hnrnpa1 did not affect the anti-inflammatory effects of R-BHB. (Supplementary Figure 7D). These findings suggest that BHB’s anti-inflammatory effects are not directly attributable to Hcar2 activation or Hnrnpa1 binding in (at least) mouse primary microglia. Furthermore, we investigated whether BHBs inhibit the NLRP3 inflammasome in primary microglia (Supplemental Figure 8A). In the experiments, we used MCC950, an NLRP3 inflammasome inhibitor, as a positive control. All BHB compounds had no effect on IL-1β secretion after ATP-induced NLRP3 inflammasome activation (Supplemental Figure 8B, C). Surprisingly, the acid forms of R- and S-BHB, along with Bu and Na-Bu, increased nigericin-induced NLRP3 inflammasome activation (Supplemental Figure 8B, C). The modulation of the NLRP3 inflammasome by BHB probably depends on the cell types and activators present. These results suggest the mechanisms of how R-BHB acid inhibits inflammation in primary microglia are still elusive.

Next, we investigated the cell-specific effects of different forms of BHBs in mouse primary astrocytes (Supplemental Figure 9A, B), two microglia cell lines (IMG^47^ (Supplemental Figure 10A-C) and BV-2^48^ cells (Supplemental Figure 11A-C)), and bone marrow-derived macrophages (BMDMs) (Supplemental Figure 12A-C). In primary astrocytes, R-BHB and S-BHB demonstrated a reduction solely in Tnf expression (Supplemental Figure 9A), and their Kac and Kbhb expression patterns were equivalent to those observed in primary microglia (Supplemental Figure 9B). In IMG cells, the acid forms of BHB were observed to increase inflammation (Supplemental Figure 10A) and activate the NLRP3 inflammasome (Supplemental Figure 10B). BHBs increase the levels of both H3K9bhb and H3K9ac (Supplemental Figure 10C). In BV-2 cells, BHBs did not alter inflammatory expressions and did not activate NLRP3 inflammasome induced by ATP and nigericin (Supplemental Figure 11A, B). The acid forms of BHB induced H3K9bhb activation, but not H3K9ac (Supplemental Figure 11C). In BMDMs, the acid forms of BHB reduced inflammation (Supplemental Figure 12A). These forms induced nigericin-induced NLRP3 inflammasome (Supplemental Figure 12B). In the cells, both acid and salt forms of R-BHB induced H3K9bhb levels but not H3K9ac (Supplemental Figure 12C). In summary, these results indicate that BHB acids consistently decrease LPS-induced inflammation in primary microglia but that the effects on inflammation vary in other cell types.

### One-year KD reduces neuroinflammation distinct from one-week KD

Because a KD induces brain BHB levels more than 10-fold^37^, we hypothesize KDs may mitigate neuroinflammation in mouse *in vivo* models possibly through microglial functions. 

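Whole brain RNA was sequenced from 28 male mice in 4 groups: 5 mice of 12 months on the CD, 7 of 12 months after a one-week KD, 8 of 26 months on the CD and 8 of 26 months on the cyclic KD. Libraries and counts were made as for the liver. The median total count was 11045778 (9873884 to 12467965) in the 12-month CD group and 10581783 (9883558 to 11776432) after the one-week KD. At 26 months it was 10796920 (7447742 to 12744415) on the CD and 10765878 (8290141 to 11184521) on the KD. One fit in edgeR held all 4 groups and the 22079 genes that passed its filter. Its contrasts were the one-week KD (12 months, KD minus CD), aging (CD, 26 minus 12 months), the one-year KD (26 months, KD minus CD) and the difference between both diet effects.
The brains varied less than the livers, with a common biological coefficient of variation of 0.182. In simulated counts, log2 fold changes of 1 were recovered in 74 of 100 genes for the one-week KD, 88 for aging, 84 for the one-year KD and 60 for the difference of both diet effects. Gm10800 took a median of 0.203% of the counts in the 26-month CD brains and 0.258% in the 26-month KD brains, against 0.00104% and 0.00102% at 12 months. The aging contrast therefore sets libraries with this signal against libraries without it, while both 26-month groups carry it.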

To explore the impact of a one-week and a one-year cyclic KD on transcriptional expression in the brain, we conducted an RNA-seq analysis on whole brain samples from our published cohorts^10^ (Figure 4A). As Figure 1A, the tissue samples were collected during a CD feeding. We found that the one-week KD, aging process, and one-year KD each altered the expression of numerous genes (Supplemental Figure 13A). 

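Aging changed many genes in the brain, the one-week KD changed 1, and the one-year KD changed 0 at an adjusted p under 0.05 by edgeR. With age, 221 genes were higher and 57 lower, 108 and 21 of them with an absolute log2 fold change above 1. Those higher include Itgax, Clec7a and Ctss of microglia, and those lower include Fmod and Slc22a6 of the meninges. After the one-week KD, 1 gene was higher, Slc16a1, and 0 lower. At an unadjusted p under 0.05 stood 2612 genes for aging, 585 for the one-week KD, 999 for the one-year KD and 998 for the difference between both diet effects, for which edgeR also called 0.
DESeq2 called 720 genes higher and 110 lower with age, 556 of them with an absolute log2 fold change above 1, and limma 294 higher and 107 lower. Both tools called 1 gene for the one-week KD and 0 for the one-year KD and for the difference. Without one 12-month CD library (replicate 1, 4, 7 or 16), edgeR called 128, 108, 109 or 109 genes higher with age, and without replicate 1 it called 29 lower. With total counts alone edgeR called 257 higher and 49 lower, without a filter 146 and 47, and with the 2 groups alone 90 and 31. With a replicate block, which treats equal numbers as paired, the calls were 14 higher and 1 lower.
Markers of brain regions and myelin also differed between the 12-month groups. After the one-week KD, hindbrain markers were higher (13 genes, median log2 fold change 1.57, camera adjusted p = 8.4e-07), with Dbh, which makes noradrenaline, at 1.43 ± 1.50 CPM (SD, n = 7) against 0.219 ± 0.106 (n = 5). Myelin genes were higher (15 genes, median 0.25, adjusted p = 3.4e-07), choroid plexus markers lower (16 genes, median -0.33, adjusted p = 7.6e-08), and immediate early genes such as Fos lower (21 genes, median -0.38, adjusted p = 1.7e-05). With a correlation estimated from the data none of these held (adjusted p = 0.452 each).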

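Hedgehog, Notch and inflammatory genes moved little after one week of KD. The 27 tested genes of the Hedgehog pathway, which patterns the embryo and serves astrocytes in the adult, had a median log2 fold change of 0.03 with 16 above 0 (camera, adjusted p = 0.679). The 46 genes of the Notch pathway had a median of 0.03 with 28 above 0 (adjusted p = 0.0616), and the 42 genes of the inflammatory response a median of 0.09 with 27 above 0 (adjusted p = 0.393). Notch passed in preranked GSEA (adjusted p = 0.0222), after scaling by total counts alone (0.0444) and without 12-month CD replicate 7, 13 or 16 (0.0449, 0.0241 and 0.0376). No member of the 3 lists passed the gene test, also when adjusted over the list alone.
Shh, the Hedgehog ligand, was at 3.45 ± 0.784 CPM (SD, n = 7) after the KD and 2.72 ± 0.332 (n = 5) on the CD, a log2 fold change of 0.34 (SE 0.19). Scube1, which helps to release it, went the other way (-0.60, SE 0.37). Notch3, the Notch receptor of vascular mural cells, was at 25.8 ± 3.7 CPM and 20.0 ± 2.95 CPM (log2 fold change 0.37, SE 0.14), and Dll4, the Notch ligand of endothelial cells, had a log2 fold change of 0.54 (SE 0.23). Among the inflammatory genes, Csf3r, the receptor of a granulocyte growth factor, had a log2 fold change of 0.24 (SE 0.15) and Trem2, a lipid receptor of microglia, one of -0.41 (SE 0.22). Each had an adjusted p of 1 from edgeR. NF-kB targets (54 genes, median 0.01, adjusted p = 0.802), interferon gamma genes (44, median 0.03, 0.539) and type I interferon genes (54, median 0.01, 0.135) did not pass either.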

The one-week KD induces several hallmark pathways such as “Hedgehog Signaling”, “Notch Signaling”, and “Inflammatory Signaling” in the brain (Supplementary Figure 13B). 

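One ketone gene was higher in the brain after one week of KD, and the list as a whole was not. Slc16a1 (ENSMUSG00000032902, chromosome 3, 104638668 to 104658462 of GRCm38) encodes the monocarboxylate transporter MCT1, which carries ketone bodies and lactate across the blood-brain barrier. It rose from 43.1 ± 3.15 CPM (SD, n = 5) on the CD to 62.7 ± 3.52 (n = 7) on the KD, a log2 fold change of 0.54 (SE 0.09, adjusted p = 0.042 from edgeR). Each of the 7 KD brains, at 56.8 to 68.4 CPM, lay above each of the 5 CD brains, at 39.9 to 48.3 CPM. The adjusted p is close to the threshold, and the call was lost in 10 of 12 fits that left out 1 library, without a filter on low counts, and with total counts alone, while the log2 fold change stayed between 0.51 and 0.58 in the fits that left out 1 library.
Of the 14 tested genes of ketone synthesis, use and transport, 1 was higher and 0 lower, over all genes and adjusted over the list alone. The list had a median of -0.02 and a mean of 0.04 and did not pass camera (adjusted p = 0.393). Bdh1, which converts BHB to acetoacetate, was at 30.9 ± 1.47 CPM on the KD and 29.9 ± 1.22 on the CD (log2 fold change 0.05, SE 0.06).

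**Figure D2:**
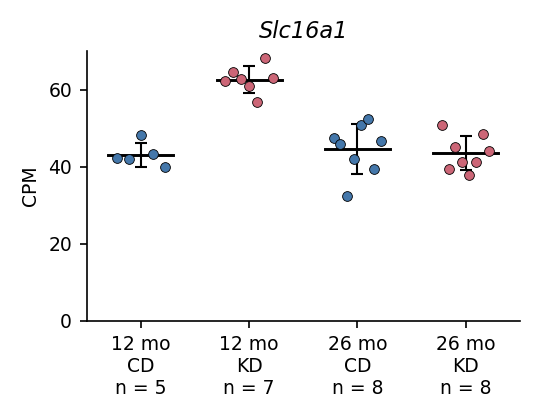
CPM of Slc16a1 in the brain, 1 point per mouse, with the mean and SD of each group. The 12-month KD group has a mean of 62.7 CPM, and the means of the other groups lie between 43.1 and 44.7 CPM.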

We observed an induction of genes related to ketone metabolism during the one-week KD (Supplemental Figure 13E), yet Kac and Kbhb levels were not detected in the brain after the one-week KD (Supplemental Figure 13C). 

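As lists, genes of reactive microglia, complement and interferon were higher at 26 than at 12 months on the CD, while many single members did not pass. Of 42 tested inflammatory response genes, 14 were higher, 0 lower and 28 did not pass, with 32 higher when adjusted over the list alone and all 42 log2 fold changes above 0 (median 0.77, camera adjusted p = 1.4e-24). Of 19 markers of reactive microglia, 11 were higher (14 over the list alone, median 1.17, adjusted p = 2.8e-22), and of 20 markers of microglia in general 5 (8 over the list alone, median 0.21, adjusted p = 1.1e-11). NF-kB targets had 5 of 54 higher (14 over the list alone, median 0.19, adjusted p = 1.1e-08), type I interferon genes 9 of 54 (24, median 0.43, 1.3e-20), interferon gamma genes 5 of 44 (22, median 0.40, 1.6e-12) and complement genes 7 of 24 (8, median 0.32, 5.9e-08). With an estimated correlation these held (adjusted p from 6.3e-04 to 0.0357), except type I interferon (0.0505) and microglia in general (0.133). Of the Reactome sets, interferon signaling (100 genes, camera adjusted p = 1.0e-04) and interferon gamma signaling (71 genes, 1.1e-06) were higher. Interferon alpha and beta signaling did not pass (12 genes, median 0.03, adjusted p = 0.277).
Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779 of GRCm38), a pattern receptor of reactive microglia, rose from 0.914 ± 0.183 CPM (SD, n = 5) to 5.3 ± 2.0 (n = 8), a log2 fold change of 2.51 (SE 0.31, adjusted p = 3.3e-05 from edgeR). Itgax, the integrin CD11c, rose by 3.11 (SE 0.35, adjusted p = 1.0e-05) on the log2 scale. Ctss, a lysosomal protease, rose by 0.76 (SE 0.09), from 40.6 ± 5.29 to 69.0 ± 5.56 CPM. C4b, a complement component of astrocytes and oligodendrocytes, rose from 47.2 ± 13.8 to 166 ± 51.0 CPM (log2 fold change 1.82, SE 0.27, adjusted p = 2.6e-04). C1qa, which starts the classical complement pathway, rose by 0.80 (SE 0.09), Lyz2, the lysozyme of myeloid cells, by 1.17 (SE 0.19), and Tyrobp, the adaptor of microglial receptors, by 0.82 (SE 0.11). Of antigen presentation and interferon genes, B2m rose by 0.64 (SE 0.10), H2-Q7 by 1.75 (SE 0.31), Lgals3bp by 1.00 (SE 0.16) and Ifitm3 by 0.79 (SE 0.15). Csf1, the growth factor of microglia, rose by 0.48 (SE 0.09). Serpina3n, a protease inhibitor of reactive astrocytes, rose by 1.30 (SE 0.27).
The call for Ifitm3 was lost with the receptor genes of each library, or with 4 brain region scores, as covariates chosen after seeing the data. With the receptor genes as a covariate the aging calls were 129 higher and 48 lower. Glucocorticoid-induced genes were also higher with age as a list (5 of 31, 18 over the list alone, median 0.50, adjusted p = 9.9e-12, and 0.0851 with an estimated correlation). Their member Lcn2, an iron-binding protein of reactive astrocytes, rose from 0.256 ± 0.239 to 5.5 ± 5.36 CPM (log2 fold change 4.36, SE 1.02, adjusted p = 0.027), a call lost without any one of the 5 12-month CD brains and without 26-month CD replicate 3 or 6. The high scores of the glucocorticoid list came from 26-month CD replicates 3, 6 and 7, not from the whole group. Sgk1 was at 55.9 to 93.7 CPM at 12 months and 56.9 to 263 CPM at 26 months on the CD. Plin4 was at 16.7 to 23.1 and 16.3 to 101 CPM.

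**Figure D3:**
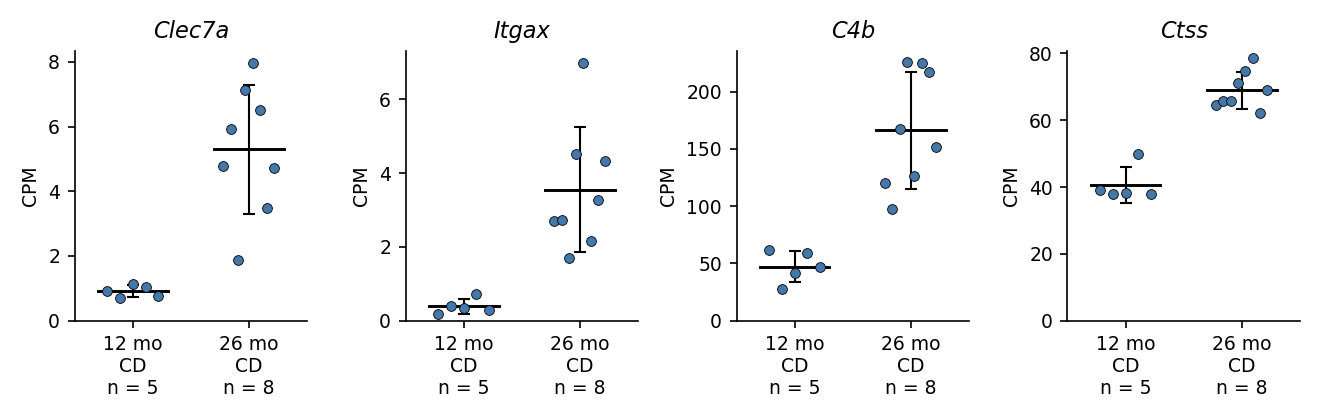
CPM of Clec7a, Itgax, C4b and Ctss in CD brains of 12 months (n = 5) and 26 months (n = 8), 1 point per mouse, with mean and SD. In each gene the lowest 26-month value lies above the highest 12-month value, as for C4b with 97.4 CPM against 61.3 CPM.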

The brains of 26-month-old mice fed a CD exhibited age-induced inflammation compared to 12-month-old mice on a CD (Supplemental Figure 13D, E). 

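After one year of cyclic KD, hand-written lists of NF-kB, interferon and inflammatory genes were slightly lower in the brain by camera at the preset correlation, while 0 single genes and no immune set of Reactome passed. The 54 tested NF-kB targets had a median log2 fold change of -0.09 with 14 above 0 (camera, adjusted p = 4.6e-04). The 44 interferon gamma genes had a median of -0.18 with 10 above 0 (adjusted p = 2.2e-04), the 54 type I interferon genes a median of -0.11 with 14 above 0 (adjusted p = 0.0021), and the 42 inflammatory response genes a median of -0.08 with 10 above 0 (adjusted p = 0.0412). Adjusted over each list alone, 0 genes passed. With an estimated correlation the calls were lost (adjusted p = 0.207, 0.617, 0.832 and 0.832). Of the Reactome sets, interferon signaling (100 genes, median -0.05, adjusted p = 0.366), interferon gamma signaling (71, -0.06, 0.258), cytokine signaling (195, -0.03, 0.229) and innate immunity (436, -0.01, 0.693) did not pass at the preset correlation, and interferon alpha and beta signaling had the other direction (12, 0.03, 0.296).
Some members of these lists are shown in Fig. 4C, which the paper drew from these brains. Without the genes of the heatmaps, the interferon gamma list (40 genes, adjusted p = 0.0019) and the type I interferon list (51 genes, 0.0185) still passed, while the NF-kB list (42 genes, 0.210) and the inflammatory response list (30 genes, 0.180) did not. The inflammatory response call was also lost without 26-month CD replicate 3, 4, 5 or 6 and without KD replicate 10, 11 or 15 (adjusted p from 0.0637 to 0.691), and with total counts alone (0.0831). With 4 brain region scores as covariates, chosen after seeing the data, the NF-kB list passed and the interferon gamma (0.0647), type I interferon (0.738) and inflammatory response (0.178) lists did not.
Relt, a TNF receptor family gene, was at 12.4 ± 2.31 CPM (SD, n = 8) on the KD and 15.8 ± 1.58 on the CD (log2 fold change -0.35, SE 0.12, adjusted p = 0.99 from edgeR). H2-K1, which presents antigen to CD8 T cells, was at 14.7 ± 1.98 and 19.1 ± 3.88 CPM (-0.37, SE 0.12), and its relative H2-T23 had a log2 fold change of -0.35 (SE 0.11). Ccl12, which attracts monocytes, was at -1.06 (SE 0.32) and Tlr7, the receptor of single-stranded RNA, at -0.42 (SE 0.14). The markers of microglia (20 genes, median 0.03, adjusted p = 0.617) and of reactive microglia (19 genes, median -0.06, adjusted p = 0.734) did not pass, nor did complement (24 genes, median -0.04, adjusted p = 0.63) or the phagosome (46 genes, median -0.03, adjusted p = 0.295). C1qc, a microglial complement gene that is high in old brains, was at 35.3 ± 5.27 CPM on the KD and 39.1 ± 3.87 on the CD (-0.15, SE 0.10).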

The one-year cyclic KD decreases inflammation-related pathways induced by aging, such as “TNFA Signaling via NFkB,” “Inflammatory Response,” and “Interferon Gamma Response,” in the brain (Figure 4B, C, and Supplemental Figure 13E). A GO analysis shows that the one-week KD activates angiogenesis-related functions (“angiogenesis”, “blood vessel morphogenesis”), which are inhibited by the one-year cyclic KD (Supplemental Figure 14A-C). 

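A hand-written list of blood vessel growth was higher after one week of KD and lower after one year of cyclic KD by camera at the preset correlation, while the Reactome set of VEGF signaling was not. Of the 54 tested genes of a list of vessel growth, 44 were above 0 after one week (median log2 fold change 0.15, camera adjusted p = 4.8e-08), and 4 were higher when adjusted over the list alone. After one year 14 were above 0 (median -0.13, adjusted p = 0.0021), and 0 passed. The difference between both diet effects also passed (median -0.24, adjusted p = 3.1e-09, 8 lower over the list alone). With an estimated correlation none of the 3 held (adjusted p = 0.452, 0.672 and 0.309). VEGF signaling in Reactome (97 genes) had medians of 0.00 after one week, 0.00 after one year and 0.03 for the difference (adjusted p = 0.78, 0.564 and 0.986). The one-year call was lost with 4 brain region scores as covariates (0.118) and without the 4 brains highest in Gm10800 (0.167), both chosen after seeing the data.
Flt1 (ENSMUSG00000029648, chromosome 5, 147561604 to 147726011 of GRCm38), a VEGF receptor gene of endothelial cells, was at 94.3 ± 7.03 CPM (SD, n = 7) after one week of KD and 66.4 ± 10.6 (n = 5) on the CD, and at 68.4 ± 7.7 and 78.7 ± 19.1 (n = 8 each) at 26 months. Its log2 fold change after one week was 0.51 (SE 0.13), and the difference between both diet effects -0.71 (SE 0.18, adjusted p = 0.97 from edgeR). Vegfa, the main vessel growth factor, had 0.35 (SE 0.10) after one week and -0.50 (SE 0.14) for the difference, and Eng, a TGF-beta coreceptor of growing vessels, 0.48 (SE 0.15) and -0.71 (SE 0.19). After one year, Gata2 and Sox17, transcription factor genes of endothelial cells, were at -0.66 (SE 0.20) and -0.37 (SE 0.12).
Markers of brain endothelial cells, 6 of which are also in the vessel growth list, ran the same way. Of 18 markers, 1 was higher over the list alone after one week (median 0.12, adjusted p = 9.4e-04) and 5 were lower after one year (median -0.22, adjusted p = 2.2e-04). With an estimated correlation neither call held (adjusted p = 0.452 and 0.617). Slc2a1, the glucose transporter of the blood-brain barrier, was at 72.3 ± 4.52 CPM on the one-year KD and 105 ± 37.8 on the CD (-0.54, SE 0.14), and Mfsd2a, its transporter of omega-3 lipids, at -0.56 (SE 0.15).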

A KEGG analysis shows that the one-year KD suppresses “Coronavirus disease – COVID-19”, which is activated by aging (Supplemental Figure 14D-F). These results demonstrate that the one-year KD lowers age-induced neuroinflammation, which differs from the impact of an acute (one-week) KD treatment.

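By camera at the preset correlation, genes of ribosomal proteins were higher with age and slightly lower after one year of KD. The KEGG pathway for COVID-19, which holds such genes beside immune genes, was not at hand and was not tested. With age, 79 of 81 tested ribosomal protein genes were above 0, 5 were higher, 0 lower and 23 were higher when adjusted over the list alone (median log2 fold change 0.17, camera adjusted p = 4.1e-22). Fau, of the small subunit, rose by 0.34 (SE 0.07, adjusted p = 0.0085 from edgeR). Its call was lost without a filter on low counts.
After one year of KD, 12 of 81 were above 0 (median -0.05, adjusted p = 2.2e-04), and 0 genes passed, also over the list alone. Rpl7 was at 125 ± 7.86 CPM (n = 8) on the KD and 136 ± 12.1 on the CD (-0.12, SE 0.05), and Rpl6 at -0.13 (SE 0.05). Neither list call held with an estimated correlation (adjusted p = 0.165 for aging and 0.832 for the one-year KD). The one-year call was also lost without KD replicate 14 (adjusted p = 0.643) and with 4 brain region scores as covariates chosen after seeing the data (0.524).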

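The difference between the one-year and the one-week effect of the KD was tested directly. For single genes edgeR, DESeq2 and limma each called 0. Without 26-month CD replicate 3, edgeR called 1 lower, Slc16a1 (log2 fold change -0.63). With all brains, Slc16a1 differed by -0.58 (SE 0.12, adjusted p = 0.41), at 43.5 ± 4.46 CPM (SD, n = 8) on the one-year KD and 44.7 ± 6.47 on the 26-month CD. Rgs5, a marker of pericytes, differed by -0.54 (SE 0.12, adjusted p = 0.72).
As lists, the inflammatory genes lay lower in the one-year than in the one-week effect. NF-kB targets differed by a median of -0.13 (camera, adjusted p = 0.0135), type I interferon genes by -0.11 (0.0015), interferon gamma genes by -0.19 (0.0051) and inflammatory response genes by -0.25 (0.0425). None of these held with an estimated correlation (adjusted p of at least 0.309), and none of the Reactome sets of interferon, cytokines and innate immunity passed (adjusted p of at least 0.684). Without the heatmap genes, the NF-kB (0.477) and inflammatory response (0.291) lists did not pass. The inflammatory response call was lost in 15 of 28 fits that left out 1 library.
Myelin genes (median -0.29, adjusted p = 7.4e-06) and hindbrain markers (median -2.52, adjusted p = 7.6e-08) were lower in the difference as well, and cholesterol synthesis genes higher (median 0.10, adjusted p = 0.0022), again not with an estimated correlation. The paper compares the inflammation-related pathways across the 3 contrasts and concludes that the one-year KD lowers age-induced neuroinflammation, unlike the acute KD.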

We employed a Rank-Rank Hypergeometric Overlap (RRHO) analysis to identify overlapping genes that were altered in the same or opposite direction in two datasets^30^. In the brain, aging and the cyclic KD exhibit gene expression patterns that are almost entirely discordant (Supplemental Figure 15A), while the expression patterns of cyclic KD across tissues in the brain and liver are highly concordant, although they do not overlap completely (Supplemental Figure 15B). 

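Aging and the one-year KD share the 26-month CD brains, which enter the first contrast with a plus sign and the second with a minus sign. Across the 22079 genes, which are not independent replicates, the log2 fold changes of both contrasts had r = -0.285 and a Spearman correlation of -0.457, and 67.2% had opposite signs. Of the 500 genes highest and lowest in each contrast, 112 were high with age and low on the KD and 109 the reverse, where 11.3 would be shared by independent rankings. In counts simulated with no effect of age or diet but with the same shared group, r averaged -0.436 (from -0.451 to -0.422 in 20 simulations), the Spearman correlation -0.412 (-0.424 to -0.396), opposite signs 64.4% (63.8% to 65.2%), and the overlaps 94 and 134. The real r was thus nearer to 0 than in every simulation, but an age effect, which the simulations lack, can by itself draw r towards 0. The covariance (-0.0267, against -0.0225 to -0.0205), the Spearman correlation and the share of opposite signs lay farther out than in any. The simulations varied far less than the real splits below, so this does not show opposition beyond the shared brains. The Spearman correlation and the share of opposite signs also depended on the fit. Without 26-month CD replicate 6 the values were -0.378 and 63.8%, and with 4 brain region scores as covariates -0.27 and 59.6%. With the receptor genes as a covariate they were -0.427 and 65.4%, both covariates chosen after seeing the data. Without any other single 26-month CD brain they were -0.466 to -0.516 and 67.6% to 69.6%. The simulations were not repeated for these fits. When the 8 CD brains of 26 months were split into groups of 4, a different group for each contrast, the median r over all 70 splits was 0.0026 (from -0.312 to 0.304), with 35 splits below 0, and the median Spearman correlation was -0.0898.
Between brain and liver, the one-year KD effects had r = 0.0373 across the 16228 genes tested in both tissues. Of 100 assignments of the diet labels in the liver, the real one included, 25 gave an r as large, the highest of the others being 0.0885. Both tissues shared 26 of their 500 highest and 43 of their 500 lowest genes, where 15.4 would be shared by independent rankings, and 52 and 43 of 100 assignments gave overlaps as large. In opposite directions they shared 46 genes low in the brain and high in the liver and 11 of the reverse, and 40 and 100 of 100 assignments gave as many. By camera at the preset correlation, but not at an estimated one, the lists of inflammatory, NF-kB and ribosomal genes were lower in both tissues (ribosomal medians -0.06 in the liver and -0.05 in the brain). The vessel growth list did not pass in the liver (median -0.02, adjusted p = 0.857), where VEGF signaling in Reactome was lower (98 genes, median -0.22, adjusted p = 1.6e-05, and 0.563 with an estimated correlation). Differences between the tissues were not tested.

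**Figure D4:**
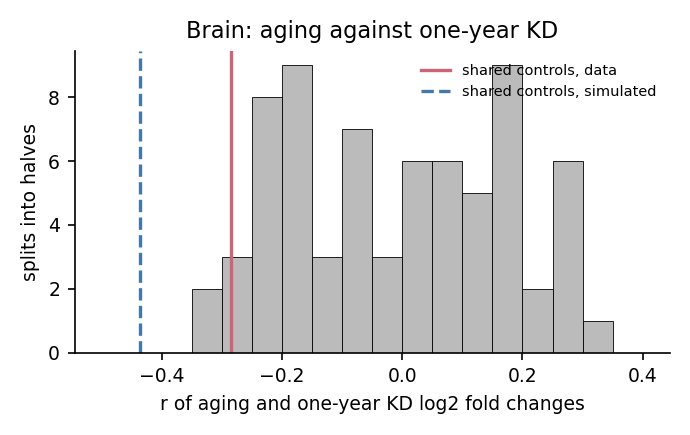
Number of splits of the 26-month CD brains into groups of 4 (vertical axis) by the r of the aging and one-year KD log2 fold changes across genes (horizontal axis). The solid line marks r = -0.285 with shared CD brains, and the dashed line the mean of r = -0.436 in simulated counts with shared CD brains and no effect.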

We next carried out a comparison between *in vitro* cell datasets (Figure 2) and *in vivo* brain datasets (Figure 4). In the absence of LPS, R-BHB (*in vitro*) and the one-week KD (*in vivo*) demonstrate discordant patterns in astrocytes and neurons, but concordant patterns in microglia (Supplemental Figure 15C). Recent *in vivo* analysis in mouse brains suggests that many of the genes implicated in the immune response, which were upregulated with age, were also upregulated by LPS^40^. While there is little concordance/discordance between LPS (*in vitro*) and aging (*in vivo*) patterns across all cells (Supplemental Figure 15D), R-BHB with a LPS treatment *in vitro* and cyclic KD *in vivo* yield concordant gene expression signatures in microglia but exhibit discordant expression in astrocytes and neurons (Supplemental Figure 15E). These findings suggest that microglial gene expression patterns detected *in vitro* align more closely with *in vivo* brain expression signatures than those of astrocytes and neurons.

## Discussion

Here we show that a cyclic KD inhibits chronic inflammation in mouse liver (Figure 1). R-BHB reduces inflammatory signaling in LPS-activated human primary microglia (Figure 2). We also confirmed that the acid forms of R-and S-BHB inhibit the inflammatory response in mouse primary microglia, by a mechanism yet to be identified (Figure 3). Finally, a cyclic KD reduced age-induced chronic inflammation in the mouse brain (Figure 4). A summary of this study is shown in Figure 4D.

In our RNA-seq experiments on human primary brain cells (Figure 2), we used 10 mM R-BHB acid. The acid form of R-BHB is a natural endogenous form of BHB^2^. Our research showed that the average plasma R-BHB levels for mice (3-, 12-, 22- months old, both sexes) fed either a one-week CD or a KD are roughly 0.2–0.4 mM and 2–4 mM, respectively. The average concentration of R-BHB in the brain is roughly 75 pmol/mg tissue (CD-fed) and 1,250 pmol/mg tissue (KD-fed)^37^. This suggests that during ketosis, such as with a KD diet, the brain may be exposed to higher concentrations of R-BHB compared to plasma R-BHB levels (15–20 times higher, compared to a standard diet), and a physiological range of 10 mM R-BHB is present in the brain under ketosis conditions.

In primary human microglia, R-BHB upregulates certain inflammatory genes both with and without LPS (Supplemental Figure 4B and C, “Up by R-BHB”). However, when exposed to LPS stimulation, R-BHB had a downregulating effect on numerous genes linked to inflammation, including “TNFA Signaling via NFkB,” “Inflammatory Response,” and “Interferon Gamma Response” (Supplemental Figure 4B and C, “Down by R-BHB”). These pathways suggest that R-BHB has a modest pro-inflammatory effect without LPS while having a potent anti-inflammatory impact when microglia is activated by LPS.

In Figure 3, our in vitro experiments used both acid (endogenous product) and salt forms of BHB. However, only the acid forms were effective in reducing inflammatory molecules (Figure 3B). The introduction of acid forms of R- and S-BHB led to a small reduction in pH in the culture media to the low end of the normal range of plasma pH (7.35–7.45) (Supplemental Figure 7A). Physiologically, the production of ketone bodies (primarily acid form of R-BHB) by a KD induces metabolic acidosis that is regulated under normal conditions (but not in, for example, dysregulated diabetic ketoacidosis)^49^. However, a recent study shows a KD induces intracerebral acidosis (from pH 7.2 to 6.9) which has anticonvulsant effects in a rat model of infantile spasms^50^. R-BHB at 5 mM (but not 1 mM) reduces inflammation in primary microglia and the 5 mM slightly decreases the pH in the culture medium (Supplemental Figure 7A and B). In contrast, salt forms of R- and S-BHB do not alter the pH (Supplemental Figure 7A) or impact expressions of inflammatory molecules (Figure 3B). Minor variations in the culture media’s pH may potentially affect inflammation modulation. In a study on microbiota, Ang et al. propose that the acidic form of BHB inhibits the growth of Bifidobacterium in vitro by a pH-dependent mechanism^51^. Further investigations are necessary to clarify the pH-dependent roles of BHB acids in the transcriptome, specifically regarding inflammation.

The primary role of BHB is to provide energy to cells and tissues^2^. Macrophages do not oxidize BHB^52^. However, neurons^53,54^, CD4^+^ T cells^34,35^, CD8^+^ T cells^34,36^, and microglia^41^ do, results in the formation of ATP and intermediate metabolites, such as acetyl-CoA and succinate. Although S-BHB is oxidized much more slowly than R-BHB^2^, both forms of BHB acid reduced inflammation to a similar degree (Figure 3B), suggesting both R- and S-BHB appear to function as signaling molecules rather than energy metabolites for achieving anti-inflammatory effects.

BHB is a known inhibitor of class I HDACs^6^, and BHB regulates the activities of neuronal and stem cells via inhibiting HDACs^55–57^. HDAC inhibitors have been shown to possess anti-neuroinflammatory functions^58^. Our study found that the HDAC inhibitor butyrate (Bu and Na-Bu) significantly decreased inflammation in primary microglia (Figure 3B). Additionally, the RNA-seq analysis presented in Figures 2B and C indicates that R-BHB inhibits “G2-M Checkpoint” genes in all cells, which is consistent with the overall effect of HDAC inhibitors, which induce cell cycle arrest and have anti-cancer properties^59^. It indicates that BHBs could act as an HDAC inhibitor in microglia. Huang et al. support this hypothesis by illustrating that BHB causes ramification of microglia through HDAC inhibition^42^. However, we are not able to validate the hypothesis in either mouse primary microglia or other cell types utilized during this study. In contrast to butyrate (Bu and Na-Bu), BHBs did not induce histone acetylation (H3K9ac and total Kac around 17kD (molecular weight of histone H3)) in microglia (Figure 3C). Other studies have similarly shown that BHBs may not elevate H3K9ac levels in certain cell types^7,60^, supporting the notion that overall BHB effects on histone acetylation could be cell-specific, perhaps due to compensation of HDAC inhibition by other competing mechanisms. One possibility is that BHB may impact the equilibrium of cytoplasmic and mitochondrial nicotinamide adenine dinucleotide (NAD^+^) while activating sirtuins, NAD^+^-dependent histone deacetylases, and promoting histone deacetylation^2,61^, Further investigations may be required to understand the relationship between BHB and NAD^+^ metabolism in the brain.

The induction of H3K9bhb levels by BHB is critical for CD8^+^ T cell cells^62^ and small intestinal epithelial^63^ functions. We noted slight induction of H3K9bhb levels by BHBs in microglia, but butyrate (Bu and Na-Bu) is a more potent inducer (Figure 3C), which was already reported in other cell types^60^. We observed a significant increase in the expression of total protein Kbhb with R-BHB and Na-R-BHB treatments (this antibody specifically detects the R form of Kbhb) but not with Bu or Na-Bu treatments (Figure 3C). Contrary to IMG cells (Supplemental Figure 10C), BV-2 cells (Supplemental Figure 11C), and BMDMs (Supplemental Figure 12C), we were unable to detect Kbhb bands at approximately 17 kD in primary mouse microglia (Figure 3C) and astrocytes (Supplemental Figure 9B) by R-BHB and Na-R-BHB. As reported recently, the H3K9bhb antibody can potentially recognize non-specific modifications of histones^64^. Koronowski et al. showed that after four weeks of a KD, there is an induction of total protein Kbhb in the liver, but not in the brain^65^. While a one-week KD leads to a 15–20-fold increase in R-BHB levels in the brain^37^, there were no noted changes in total protein Kac or Kbhb levels after one week of the diet (Supplemental Figure 12C). The findings suggest that a KD could have unique effects on metabolic pathways within specific tissues, with Kbhb potentially regulated in a dissimilar manner between the brain and other tissues, such as the liver.

We did not observe a decrease in NLRP3 inflammasome activation by BHBs across all cell types, despite the control inhibitor MCC950 performing consistently. Interestingly, acid forms of BHBs even amplified nigericin-induced inflammasome activation in primary microglia (Supplemental Figure 7B, C). Following the previous experiments^4^, we administered these compounds with secondary activators ATP/nigericin (Supplemental Figure 7A). A study utilizing mouse primary microglia indicated that BHB impedes the activation of NLRP3 inflammasome by ATP or monosodium urate (MSU), but not by synuclein^66^. A recent report showed BHB reduces amyloid beta oligomer (AβO)-induced NLRP3 inflammasome in human induced pluripotent stem cell (iPSC)-derived microglia^67^. In an *in vivo* model, BHB administration inhibits the activation of NLRP3 inflammasome in the cortices of 5XFAD AD mice^43^. Investigating the mechanisms by which BHB regulates NLRP3 inflammasome in the brain is necessary.

BHB is known to be a GPCR Hcar2 agonist, and in an ischemic stroke model, Rahman et al. demonstrated that the activation of Hcar2 by BHBs in brain-infiltrated monocytes/macrophages is neuroprotective^44^. Activation of Hcar2 in microglia appears to be neuroprotective in Alzheimer’s disease^68^. Furthermore, a recent study suggested BHB suppresses the growth of intestinal epithelium and colorectal cancer via this receptor^69^. The receptor’s role in neuroinflammation, however, is unclear. In primary microglia, LPS induced an over 100-fold increase in Hcar2 expression. Reducing the gene expression by 50% did not affect inflammation in primary microglia. (Supplemental Figure 7D). In vascular cells (smooth muscle cells and endothelial cells), BHB binds directly to hnRNP A1, upregulating Oct4, an Octamer-binding transcriptional factor, and preventing senescence. Although Oct4 is not expressed in microglia (not shown), BHB could decrease inflammation in a Hnrnpa1-dependent manner. However, a 50% decrease in Hnrnpa1 expression in microglia did not alter the effects of BHB on inflammation (Supplemental Figure 7D). In future studies, it may be necessary to explore more rigorous methods to investigate the anti-inflammatory mechanism of BHB acid, such as utilizing knockout mouse models and screening for BHB binding proteins in microglia.

To our knowledge, no publications have investigated the *in vitro* transcriptomic effects of BHB on both neuronal and glial brain cells. Using RNA-seq, Ruppert et al. analyzed the transcriptional changes induced by BHB and butyrate in various primary cell types, such as BMDMs^70^. During the experiments, a 5 mM salt form of R-BHB (Na-R-BHB) was used for six hours without any stimulation, such as LPS. From their findings, the authors concluded that Na-R-BHB had minimal impact on gene expression in macrophages. The transcriptional effects of BHB depend on various factors, including cell type, incubation time, concentration, and formulation. In our study, we observed the anti-inflammatory effects of R-BHB (acid) in BMDMs (Supplemental Figure 11A), suggesting that the acid form of R- and S-BHB may exhibit anti-inflammatory effects not only in microglia but also in other immune cell types, particularly macrophages.

In Figure 4, we utilized bulk RNA-seq to analyze the brains of mice fed either a CD or a KD. For the one-week cohort, we employed a one-week ad libitum KD feeding regimen in 12-month-old mice. As previously noted, high levels of R-BHB is expected in the brains of KD-fed mice during this feeding regimen^37^. During the one-year cohort study, we implemented a cyclic KD feeding plan every other week from 12 to 26 months of age. Samples were collected during the CD-fed period. It should be noted that blood R-BHB levels of cyclic KD-fed mice at the CD-fed period were identical to those of ad libitum CD-fed mice^10^. The levels of R-BHB in brain (and liver) tissue from mice on a cyclic KD diet should be equivalent to those of mice on a standard CD diet.

The results demonstrate that a one-week KD increased various signaling pathways, including “Hedgehog Signaling”, “Notch Signaling”, and “Inflammatory Response” (Supplemental Figure 12B). *In vitro* experiments indicated that R-BHB (without LPS) increased “Inflammatory Response” but did not affect “Hedgehog Signaling” and “Notch Signaling” in all cell types (Figure 2B). However, BHB enhances Notch signaling in intestinal stem cells^57^ and the “G2-M Checkpoint” signature observed *in vitro* (Figure 2B and C), did not change *in vivo* after the one-week KD treatment. These findings suggest that the effects of the KD on the brain are not solely due to the induction of R-BHB, but may also involve other mechanisms, such as the absence of carbohydrates. Because the effects of one-year cyclic KD should not depend on the direct effects of R-BHB on brain cells, the mechanisms by which the feeding regimen reduces age-induced chronic inflammation are not simple. For instance, there may be cell type specificity and dependency on R-BHB. One possibility is that chronic exposure to R-BHB in the brain leads to epigenetic changes in the protein Kbhb in a cell-specific manner, but we did not observe any induction of Kbhb in the brain after a one-week KD (Supplemental Figure 13C).

One potential factor to consider is the link between KD and systemic inflammatory effects. Goldberg et al. utilized a single-cell RNA-seq to demonstrate that a one-week KD can modify the immune population in the adipose tissues^31^. The one-week KD was shown to reduce the population of pro-inflammatory macrophages and increase metabolically protective γδ T cells in the adipose tissues. Conversely, a 2–3-month ad libitum KD causes adipose inflammation by increasing macrophages and decreasing γδ T cells. In our study, a one-week KD did not result in any notable changes in inflammation in the liver and brain. However, a one-year cyclic KD significantly decreased chronic inflammation in both tissues (Figures 1B and 4B). These findings suggest that extended KD therapy with sufficient breaks (every other week) may decrease persistent inflammation via γδ T cell stimulation. In a separate study, Goldberg and colleagues indicate that metabolic adaptation through KD, rather than induction of BHB, is necessary for the expansion of γδ T cells^71^. We demonstrate that a cyclic KD can reverse the age-related phenotype of blood T cells (Supplemental Figure 2B). This indicates that the systemic anti-inflammatory effects of KD may have a role to play in the brain.

The changes in gene expression triggered by R-BHB in microglia are mostly in line with those caused by KD treatments in the brain (Supplemental Figure 15C-E). This indicates that the anti-inflammatory effects of KDs are probably rooted primarily in microglia. At a single-cell resolution analysis of the mouse brain, the upregulated genes with age are generally associated with inflammatory and immune responses in glia, particularly microglia and astrocytes^40^. However, our study does not explore the cell- and region-specific functions of KDs in the brain *in vivo*, and there have been no investigations into the cell-specific transcriptional changes in the brain following KD treatments in aging mammal models. To achieve this, a single-cell RNA-seq should be employed in precise brain regions, such as the cortex, hippocampus, and hypothalamus.

Using only young mice, two studies have investigated the cell-specific role of KD using transcriptional or proteomic approaches^72,73^. Koppel et al. utilized bulk RNA-seq to analyze neuron- or astrocyte-enriched fractions treated with a KD. The study utilized 16-week-old mice on a three-month ad libitum KD and found differential effects on neurons and astrocytes^72^. The study indicates activation of inflammation-associated signaling in astrocytes, but not in neurons. It appears that a 3-month ad libitum KD is sufficient to induce inflammation in both the brain and adipose tissue^31^. Düking et al. employed cell type-specific proteomics to analyze KD-treated brain cells, encompassing neurons, astrocytes, and microglia^73^. The study utilized 14-day-old pups and a 4-week ad libitum KD, demonstrating that the KD increased proteins relating to ketolysis (such as OXCT1/SCOT), the TCA cycle, and OXPHOS in astrocytes and neurons but not microglia. In our study, we did not observe the induction of Oxct1 by KDs in the brain. However, after a one-week KD, genes related to fatty acid oxidation (Cpt1a) and ketogenesis (Hmgcs2 and Hmgcl) were induced in the brain (Supplemental Figure 13E) as well as the liver (Supplemental Figure 1D). 

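Oxct1 (ENSMUSG00000022186, chromosome 15, 4026383 to 4155344 of GRCm38) encodes the mitochondrial enzyme that commits ketone bodies to oxidation. In the brain it stood at 204 ± 16.5 CPM (SD, n = 7) after the one-week KD and 217 ± 8.41 (n = 5) on the CD, a log2 fold change of -0.09 (SE 0.07). At 26 months it stood at 211 ± 17.7 CPM on the one-year KD and 198 ± 20.1 on the CD (n = 8 each), a log2 fold change of 0.09 (SE 0.06). Neither passed the test of edgeR (adjusted p = 1 and 0.99), at a depth and spread at which most simulated genes with a log2 fold change of 1 were recovered. The brains at 26 months came from a CD week.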

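Cpt1a lay higher in the brain after the one-week KD, by a difference that did not pass the adjusted test. It was at 32.3 ± 4.33 CPM (SD, n = 7) on the KD and 28.3 ± 1.45 (n = 5) on the CD, a log2 fold change of 0.19 (SE 0.09, unadjusted p = 0.052 and adjusted p = 1 from edgeR).
The wider list of fatty acid oxidation under PPARα was higher after one week by camera (39 genes, 27 above 0, median 0.05, adjusted p = 0.012), but not with an estimated correlation (0.452). Its members with the smallest p were Angptl4, an inhibitor of lipoprotein lipase, at 2.29 ± 0.519 and 1.28 ± 0.313 CPM (log2 fold change 0.83, SE 0.29), and Acadl, which begins the oxidation of long-chain fatty acids, at 0.22 (SE 0.08). No member passed over the list alone.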

As we were unable to detect the ketogenic gene HMGCS2 in all brain cells *in vitro* (Supplemental Figure 4E), a clear understanding of the role of fatty acid oxidation and ketogenesis in the KD-fed brain remains elusive. Recent research has demonstrated that fatty acid oxidation in adult mouse astrocytes is crucial for cognitive function^74^. In Drosophila, glial cells provide energy to neurons through ketogenesis, which is necessary for memory and survival during periods of starvation or when glial glycolysis is absent^75,76^. Further studies are necessary to investigate the role of ketogenesis in the mammalian brain.

In summary, our study demonstrates that the endogenous metabolite R-BHB reduces LPS-induced inflammation in microglia (Figure 2). This function is likely independent of energy supply, HDAC inhibition, or Hcar2 activation (Figure 3). Additionally, we observe that a cyclic KD reduces age-induced chronic inflammation in the brain (Figure 4), as well as in the liver (Figure 1). As previously noted, our research demonstrated an improvement in lifespan and memory function in aging mice with a cyclic KD^10^. When conducting translational studies on KD feeding, it may be important to prevent obesity and metabolic maladaptation, and to take sufficient breaks during a long-term dietary intervention. Our study shows that sporadic KD feeding could serve as a feasible dietary intervention for human aging by preventing chronic inflammation, a hallmark of aging^33,77^.

## Supplementary Material

Supplement 1

## Figures and Tables

**Figure 1.**
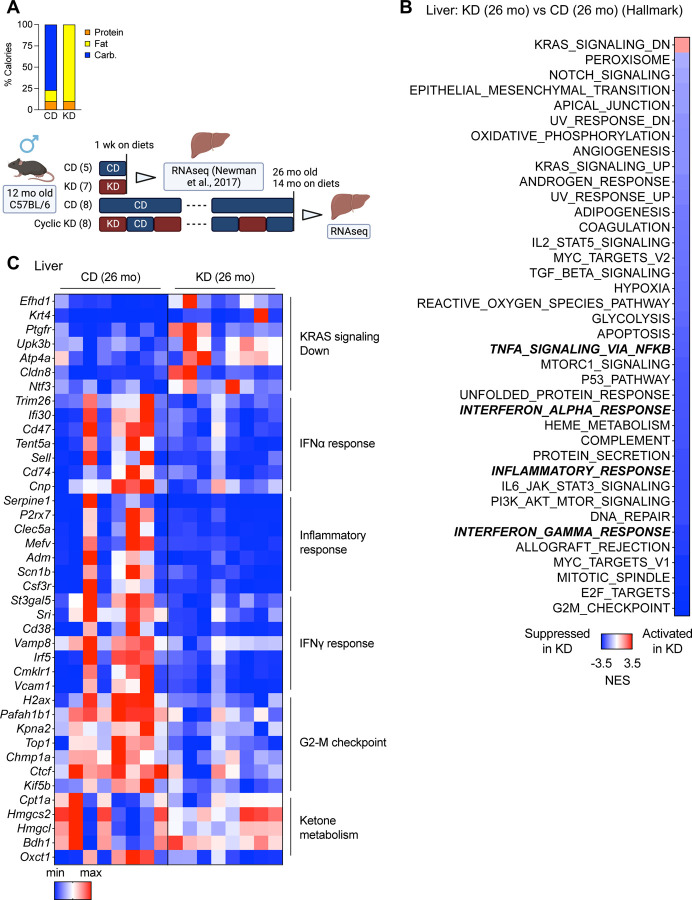
One-year KD reduces hepatic chronic inflammation (A) Diet composition and experimental timeline with mouse numbers. An analysis of RNA-seq after the one-week KD was published before^10^. (B) GSEA (hallmark) analysis (KD vs. CD) of 26-month liver on diets for 14 months, collected at a dark cycle during CD-fed week (n=8 mice per group). (C) Heatmap of gene expressions in the liver.

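All 28 tested genes of the immune and G2-M groups in the heatmap had negative log2 fold changes in KD. Of the 40 genes shown, 37 passed the filter on low counts. At an unadjusted p under 0.05 stood 28 genes, and 0 passed the adjusted test of edgeR (smallest adjusted p = 0.29). The heatmap shows these same 16 livers, and the paper does not state how its genes were chosen. Vcam1, the adhesion molecule that holds leukocytes to vessels, was at 94.1 ± 101 CPM (SD, n = 8) in KD and 397 ± 388 in CD, a log2 fold change of -2.08 (SE 0.77). St3gal5, which makes the ganglioside GM3, had a log2 fold change of -1.02 (SE 0.29) and Cd38, an NAD-consuming enzyme of immune cells, one of -1.91 (SE 0.62). Cd74, the chaperone of MHC class II, was at -1.20 (SE 0.60), and the myeloid receptor genes Clec5a and Csf3r at -2.64 (SE 0.86) and -1.93 (SE 0.67). H2afx, the histone that marks DNA breaks, was at -0.78 (SE 0.22).
The ketone metabolism genes had unadjusted p-values of 0.0828 or more. Bdh1, which forms BHB, had a log2 fold change of 0.44 (SE 0.37). Cpt1a, which admits fatty acids to mitochondria, was at 339 ± 71.7 CPM in KD and 335 ± 122 in CD. Oxct1, which uses ketone bodies outside hepatocytes, was at -1.16 (SE 0.63). The ketone list as a whole had a median of 0.25 and a mean of -0.01 over 16 genes and did not pass camera (adjusted p = 0.26). All livers were taken in a CD week.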

**Figure 2.**
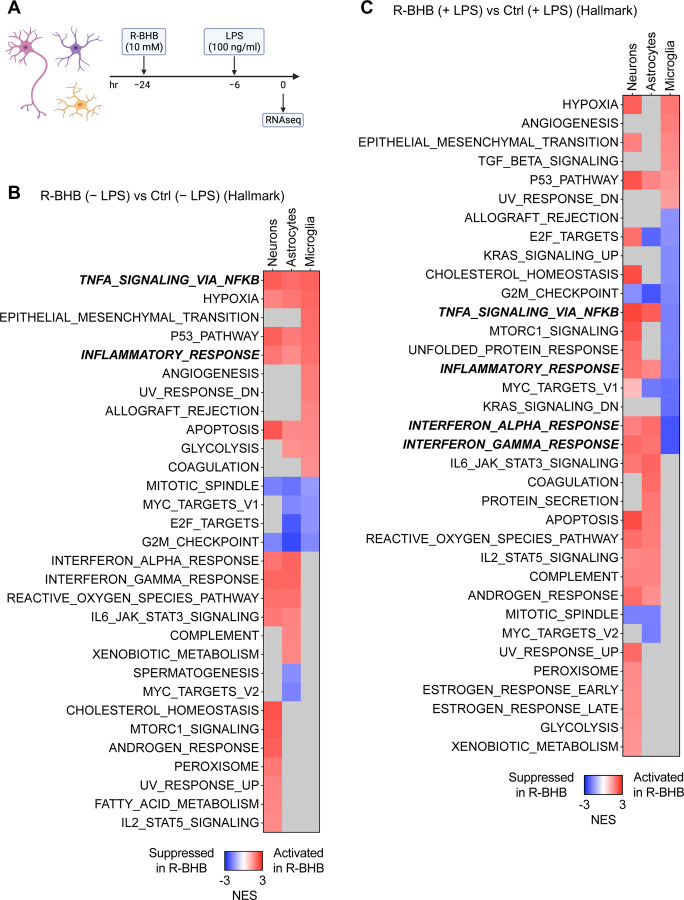
R-BHB reduces LPS-induced inflammation in human primary microglia (A) Experimental timeline. (B, C) GSEA (hallmark) analysis (R-BHB vs. Ctrl) without (B) or with (C) LPS treatment in human primary neurons/astrocytes/microglia (n=3 per group). Gray squares: not significant.

**Figure 3.**
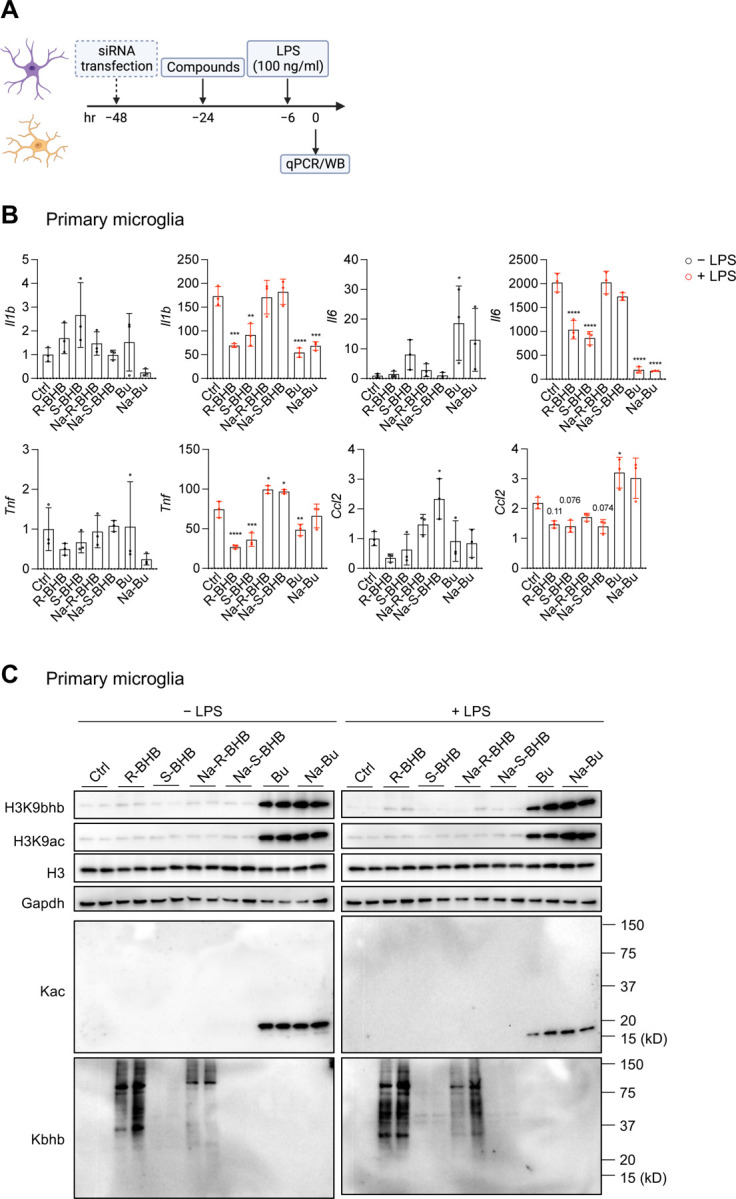
BHB acids reduce LPS-induced inflammation in mouse primary microglia (A) Experimental timeline. (B) mRNA expression in mouse primary microglia (n=3 per group). All data are presented as mean ± SD. One-way ANOVA with Dunnet’s correction for multiple comparisons. Compare the mean of each sample with the mean of Ctrl. (C) Protein expression in mouse primary microglia (n=2 per group). All data are representative of two independent experiments. Abbreviations: R-BHB, R-BHB acid; S-BHB, S-BHB acid; Na-R-BHB, R-BHB salt; Na-S-BHB, S-BHB salt; Bu, butyric acid; Na-Bu, butyrate (salt).

**Figure 4.**
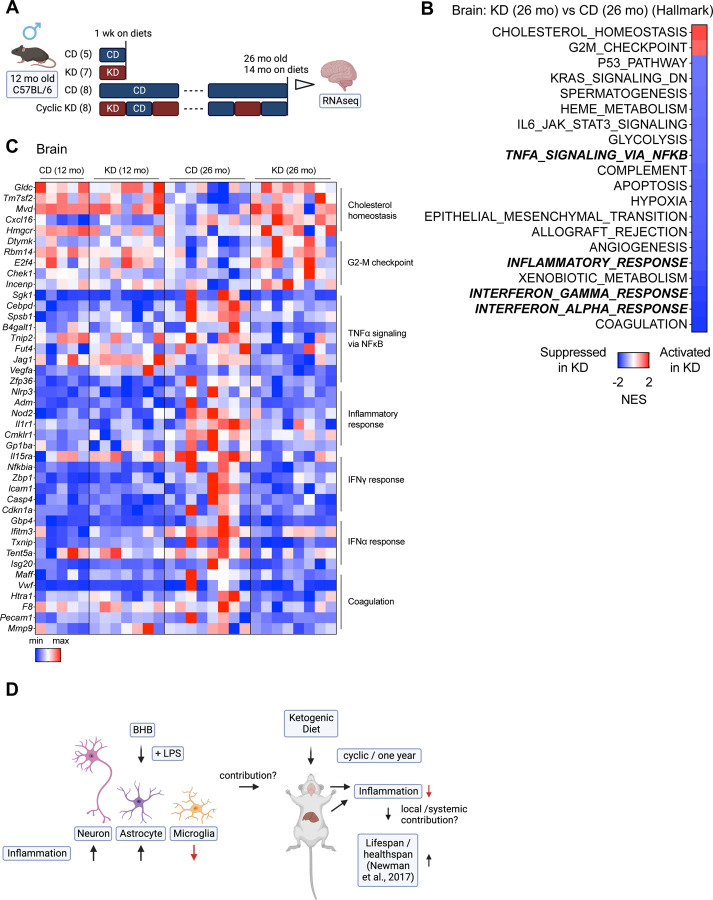
One-year KD reduces neuroinflammation distinct from one-week KD (A) Experimental timeline with mouse numbers. (B) GSEA (hallmark) analysis (KD vs. CD) of 26-month brain on diets for 14 months, collected at night during CD-fed week (n=8 mice per group). (C) Heatmap of gene expressions in the brain. (D) Graphical abstract of the study.

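All 42 genes of the heatmap had log2 fold changes in one direction within their groups, 10 genes of cholesterol homeostasis and the G2-M checkpoint positive and 32 genes of the immune and coagulation groups negative in KD. At an unadjusted p under 0.05 stood 35 genes, the largest p was 0.0974, and 0 passed the adjusted test of edgeR (adjusted p = 0.99). The figure shows these same 16 brains, and how its genes were chosen is not stated in the paper. Nfkbia, the inhibitor that ends NF-kB signals, was at 11.6 ± 1.77 CPM (SD, n = 8) on the KD and 15.5 ± 5.11 on the CD, a log2 fold change of -0.42 (SE 0.14). Sgk1, a kinase induced by glucocorticoids, was at 81.3 ± 14.8 and 136 ± 85.2 CPM (-0.74, SE 0.25), with 3 CD brains, replicates 3, 6 and 7, at 189 to 263 CPM and the other 5 at 56.9 to 90.2 CPM. Gbp4, an interferon-induced GTPase, was at 4.02 ± 1.06 and 8.55 ± 6.44 CPM (-1.08, SE 0.31). Nlrp3, the inflammasome sensor, had a log2 fold change of -0.57 (SE 0.22), Zbp1, a sensor of Z-form nucleic acid, of -0.74 (SE 0.31), and Vwf, the clotting factor of endothelial cells, of -1.27 (SE 0.44). Mvd and Tm7sf2, enzymes of cholesterol synthesis, were at 0.32 (SE 0.11) and 0.26 (SE 0.09), and Chek1, a checkpoint kinase, at 0.29 (SE 0.13).
Glucocorticoid-induced genes were lower in KD as a list. Of 31 tested, 15 were lower when adjusted over the list alone and 0 over all genes (median -0.42, camera adjusted p = 1.1e-13, and 0.207 with an estimated correlation). It shares Nfkbia, Sgk1 and Cebpd with the NF-kB list and 2 genes with the inflammatory response list. Plin4, which coats lipid droplets, was at 20.8 ± 3.89 CPM on the KD and 51.7 ± 37.3 on the CD (log2 fold change -1.31, SE 0.30), at 91.0 to 101 CPM in CD replicates 3, 6 and 7 and at 16.3 to 30.4 CPM in the other 5. Hif3a, a hypoxia-linked transcription factor gene, had a log2 fold change of -1.29 (SE 0.34).

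**Figure D5:**
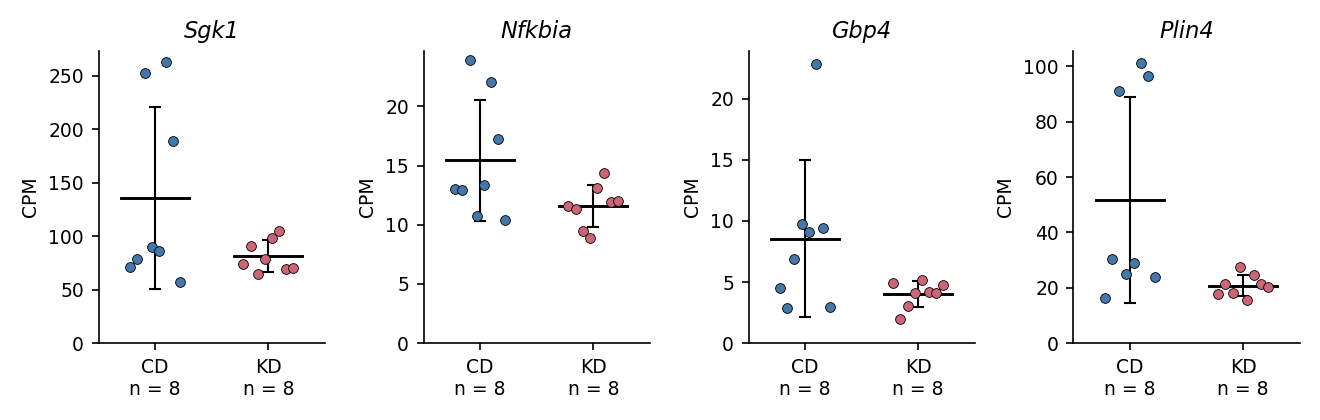
CPM of Sgk1, Nfkbia, Gbp4 and Plin4 in 26-month brains on the CD and the KD (n = 8 each), 1 point per mouse, with mean and SD. For Sgk1 and Plin4, 3 CD brains stand apart from the other 5, and Plin4 reaches at most 27.6 CPM on the KD.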

## Data Availability

Raw data sets for RNA-seq are deposited in GEO.

How the deposited data were processed for this re-analysis (not part of the article)

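RNA of the liver (16 libraries, mice of 26 months) and of the whole brain (28 libraries, mice of 12 and 26 months) was sequenced after depletion of ribosomal RNA. The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome GRCm38 with STAR and made the count matrix with RSEM, without naming versions. The deposited values are raw counts per gene: whole numbers, with a different total for each library, and no normalization by the authors. The table holds 54446 Ensembl gene identifiers in 44 libraries, and 54409 of the identifiers were found in the annotation GENCODE vM21 and given a symbol. No library was left out. Total counts ranged from 6879726 to 12682087 in the liver and from 7447742 to 12744415 in the brain.

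Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr, libraries were scaled by TMM, and genes were tested with the quasi-likelihood F test, with p-values adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05, and calls with an absolute log2 fold change above 1, the paper's limit, were also counted. The 16 livers formed one fit and the 28 brains another, with a group for each age and diet. In the brain the one-week KD, aging, the one-year KD and the one-year minus the one-week effect were contrasts of this fit. Values in CPM were scaled by TMM and are given as the mean and SD of the mice of a group. No batch, day or cage is given for the samples, so the models hold no such term.

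Lists of genes for pathways and cell types were written by hand before the data were examined, 30 for both tissues, 9 for the liver and 21 for the brain. Lists with at least 5 tested members, 39 in the liver and 50 in the brain, were tested with camera of limma 3.58.1 on voom values at a preset correlation of 0.01, adjusted over the lists of a comparison. Some members also appear in Fig. 1C or 4C. The hallmark sets used by the paper were not at hand. From the Reactome collection in fgsea 1.28.0, 19 sets fixed by name were tested in the same way. Genes named in the text are those shown in Fig. 1C or 4C or named in the paper for that tissue, whose colours in the heatmaps had been seen. They further include the 10 genes with the smallest p in each direction among calls with an absolute log2 fold change and a mean log2 CPM above 1, without predicted genes and pseudogenes. The 3 members of each list with the smallest p in each comparison complete the rule.

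Fold changes of comparisons were correlated across genes, with overlaps of the 500 highest and lowest genes. For aging against the one-year KD, which share the 26-month CD brains, these brains were also split into groups of 4 over all 70 splits, and 20 simulations gave the values expected with no effect. For the brain against the liver, the diet labels of the liver were permuted. Scores of lists, the mean z-value over members, were correlated between brain and liver libraries of the same number in 58 relations, with permutation p-values. For each comparison of groups, 100 groupings of the same libraries, the real one included, were fitted.

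The alternatives planned were DESeq2 1.42.0, the tool of the paper, limma with sample quality weights, RLE size factors, total counts alone, no filter, a filter of at least 10 counts in every library, robust dispersion, the 2 compared groups alone, a replicate block for aging, and each library left out in turn. For lists they were an estimated correlation, fry, preranked GSEA with fgsea, and lists without the heatmap genes. Added after seeing the data were the receptor genes of a library as a covariate, scores of 4 brain regions as covariates, and fits without libraries high in Gm10800, with limits of 0.01% of counts in the liver and 0.5% in the brain. In these added fits the covariate for receptor genes is the log2 CPM of 1731 genes of olfactory, vomeronasal and taste receptors.

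The pipeline was tested on simulated data with the group sizes, depth and spread of the real libraries, in which 100 genes were changed by a log2 fold change of 1 and 100 by 2. False calls numbered 5 in the liver and from 5 to 11 in the brain contrasts. Of 20 unchanged lists in each comparison, at most 1 had a camera p under 0.05. This holds for simulated counts only. Other groupings of the real livers called up to 28 lists, against 25 for the diets. Other groupings for the one-year KD in the brain called up to 30, against 17 for the diets. Tables were prepared with data.table 1.17.8, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9. Samples of other tissues and assays of the paper are not in the deposited table and were not analysed.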

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

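The tests of DNA at the level of the receptor genes, of the hepatocyte share, of neutrophils and macrophages, and of the endothelial share were chosen only after the results were seen, as were the lists tested by regrouping the libraries, the regroupings without heatmap genes or over all lists, the fits with receptor gene or brain region covariates and without libraries high in Gm10800, also with 1 more left out.

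A few libraries lay far from the others of their group. Of 62 tests of this kind 7 found one, where chance finds a share of 0.05, and several concern the same library. Liver CD replicate 1 had the lowest total count of its group (8090281), the most genes with a count (44980) and the highest share of Gm10800 (1.61% of the counts). Brain 26-month CD replicate 5 had the highest share of Gm10800 in its group (1.22%). Liver KD replicate 12 had the highest scores of the type I interferon (1.94) and interferon gamma genes (1.39) in its group. Brain 12-month CD replicate 4 had the lowest score of the vessel growth genes (-0.81).

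The effect of the one-year KD on the brain differed from that of the one-week KD in many lists, by camera on the difference itself. Lower in the one-year effect were NF-kB targets (median difference in log2 fold change -0.13), type I interferon (-0.11), interferon gamma (-0.19), inflammatory response (-0.25), vessel growth (-0.24), endothelial (-0.40), glucocorticoid-induced (-0.32), hindbrain (-2.52), erythroid (-1.24) and oligodendrocyte genes (-0.29). Higher were cholesterol synthesis (0.10) and immediate early genes (0.49). None passed with an estimated correlation (adjusted p of at least 0.309). At the preset correlation the real grouping called 20 lists in all. Several other groupings called as many or more, the highest 31, so chance is not excluded for the number of lists. Of 100 groupings of the brains, the real one included, 34 gave as many genes at an unadjusted p under 0.05 (real 998, highest other 5361), so chance cannot be excluded for single genes, and the high counts of other groupings point to a structure of the samples. For the vessel growth list 4 groupings gave a camera p as small (-log10 p of 10.2, highest other 12.8), and 4 without its heatmap genes (8.89, highest other 11.4). As the list was chosen after its result was seen, the smallest camera p of any list, without heatmap genes, is the fairer measure: 52 groupings gave one as small (8.89, highest other 25.5), so chance is not excluded.

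Signals also stood in genes that the paper does not discuss. The median share of Gm10800 was 1.29% of the counts in KD livers and 0.203% in 26-month CD brains. By camera at the preset correlation, cholangiocyte markers were higher in KD livers (median log2 fold change 1.36), markers of meningeal fibroblasts were lower with age (-0.95), and glucocorticoid-induced genes were lower in the brain after the one-year KD (-0.42). With an estimated correlation the meningeal list held, and the other lists did not. For the glucocorticoid list, whose high values come from 3 of the 8 CD brains, 2 of 100 groupings gave a camera p as small (-log10 p of 14.7, highest other 16.9), and 2 without its heatmap genes (10.7, highest other 11.7). It was chosen for this test after its result was seen, and 49 groupings gave as small a p in some list without heatmap genes (highest other 50.6), so chance is not excluded.

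At an unadjusted p under 0.05, 1268 genes were higher in KD livers, with a median log2 fold change of 0.83, while 5 KD libraries and 1 CD library were high in Gm10800 and receptor genes, taken here as a sign of genomic DNA, an inference from counts that was not checked on reads. The lower total counts in KD stay open, since thinning every library to 6879726 counts keeps the expected share of each gene, so that the median of 0.75 after it decides nothing. DNA stays open: the median was 0.59 in the 10 libraries without its sign, and the receptor genes predicted 31.8% of the difference for the median gene, but both values rest on genes chosen as higher in these same livers, which raises the fold and can lower the share. In those 10 libraries 596 of 18877 genes stood at an unadjusted p under 0.05, fewer than a share of 0.05, and with the receptor genes as a covariate 702 genes in place of 2792 did. The diet stays open as well, and of 100 groupings 11 gave as many genes at an unadjusted p under 0.05 in both directions together (real 2792, highest other 8025), so chance cannot be excluded either.

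By camera at the preset correlation, immune lists were lower in KD livers, with high values in CD replicates 3, 5, 6 and 7. None of these lists held with an estimated correlation (adjusted p of at least 0.689). In the 10 libraries without the sign of DNA, the NF-kB and interferon gamma lists did not pass. The type I interferon list turned to higher there without passing. A lower share of hepatocytes in CD livers would raise all other cell types alike, but the endothelial median lay above the Kupffer median by 1.73. A candidate explanation is more neutrophils and macrophages in those CD livers, as the neutrophil list had a median of -3.72, with Mmp9 at 144 ± 283 CPM in CD and 3.33 ± 1.71 in KD and Fcna of Kupffer cells at 95.8 ± 77.6 and 28.2 ± 31.2 (neutrophil and inflammatory lists share 1 gene, Kupffer and inflammatory 0, and each shares 1 with the phagosome list). DNA does not explain the spread among CD livers, as replicates 2 to 8, high and low, are free of its sign, but stays open for the diets: the inflammatory median of -1.28 went to -0.82 in the 10 libraries without the sign, 3 of them KD, and to between -1.75 and -0.56 with 1 of these left out, on both sides of the bound of -0.64 set for it. The diet, chance, disease of single old mice, blood left in the tissue and a different state of the samples stay open too, as the same 4 CD livers had 1.68% to 1.91% mitochondrial counts against 2.61% to 4.12% in all others.

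By camera at the preset correlation, the vessel growth list was higher after the one-week KD and lower after the one-year KD. Neither call, nor that of their difference, held with an estimated correlation (adjusted p = 0.452, 0.672 and 0.309). Different brain regions in the samples are argued against as the whole cause of the difference. Its median was -0.19 with the scores of 4 regions as covariates, against -0.24 without. The call after the one-year KD alone was lost with these covariates (camera, adjusted p = 0.118), so regions stay open for that part. A candidate explanation is a different share of endothelial cells, as their markers fell with the other vessel growth genes, with a ratio of medians of 1.74 (endothelial -0.40, others -0.23, 6 genes in both lists). Flt1 and Slc2a1, abundant endothelial genes, had differences of -0.71 (SE 0.18) and -0.78 (SE 0.21). Chance, lower expression per cell and the different ages of both groups stay open.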

How the results depend on the processing

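Alternatives with receptor genes or brain region scores as covariates, and those without libraries high in Gm10800, were chosen only after the results were seen, while all others were set before the data were examined. The cause of a change was not tested unless one is given.

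Calls of genes depended on the tool and the filter. DESeq2 called 42 genes higher and 55 lower in KD livers, where edgeR called 0 and 0, and 720 higher and 110 lower with age, where edgeR called 221 and 57. DESeq2 and the absence of a filter tested more genes of low counts. They moved the median log2 fold change of all genes to 0.86 and 0.82 in the liver and 0.25 and 0.21 with age. In the liver, 30 of the 42 higher and 52 of the 55 lower calls of DESeq2 were genes that edgeR also tested. Without a filter edgeR still called 0 there, so added genes of low counts do not account for most of those calls. Genes higher with age numbered 146 without a filter, 134 with at least 10 counts in every library, 129 with the receptor genes as a covariate and 90 with the 2 groups alone, and genes lower numbered 107 with limma and 31 with the 2 groups alone. With the replicate block, which treats equal numbers as paired although the numbers do not mark the same mouse at both ages, 14 were higher and 1 lower, since few libraries are left to estimate the spread. The call after the one-week KD became 0 with total counts alone, no filter, and either covariate. For the one-year KD in the brain and for the difference of both diet effects, the counts were 0 in every alternative except the fit without 26-month CD replicate 3 below.

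Calls of lists depended most on the correlation between genes. With the correlation estimated from the data, the adjusted p in the liver was 0.689 for NF-kB, interferon gamma, inflammatory response, phagosome and PI3K genes and 0.71 for type I interferon. For aging it was 0.0505 for type I interferon and 0.165 for ribosomal genes, and 0.452 for vessel growth after the one-week KD. After the one-year KD it was 0.207 for NF-kB, 0.617 for interferon gamma, 0.832 for inflammatory response and ribosomal and 0.672 for vessel growth genes, and for the difference of both diet effects 0.309 for NF-kB and vessel growth, 0.563 for interferon gamma and 0.604 for inflammatory response. With fry, which tests a list without regard to other genes, the values in the liver were 0.723 for NF-kB, interferon gamma and PI3K, 0.833 for type I interferon, 0.674 for inflammatory response and 0.330 for phagosome. In the brain fry gave 0.701 for vessel growth after one week, and after one year 0.212 for NF-kB, 0.540 for interferon gamma, 0.826 for inflammatory response, 0.592 for vessel growth and 0.836 for ribosomal genes. For the difference it gave 0.406, 0.642 and 0.655 for NF-kB, interferon gamma and inflammatory response and 0.399 for vessel growth. The lists of NF-kB, interferon gamma and inflammatory genes with age passed in all alternatives.

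Preranked GSEA called mTORC1 in the liver (0.0156) and Notch after one week (0.0222), which camera did not, and lost type I interferon in the liver (0.0853). Total counts alone called Notch (0.0444) and lost inflammatory response after one year (0.0831) and in the difference (0.0651). Without the heatmap genes, and so with fewer members, NF-kB and inflammatory response were lost after one year (0.210 and 0.180) and in the difference (0.477 and 0.291).

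With the receptor genes as a covariate, the liver lost NF-kB (0.601) and PI3K (0.357), interferon gamma turned to higher in KD (0.409), and type I interferon was higher (0.0425). In the 10 livers with little Gm10800, NF-kB (0.357), interferon gamma (0.561) and PI3K (0.344) were lost, type I interferon turned to higher without passing (0.268), and mTORC1 passed (0.0469). Without the 4 brains high in Gm10800, inflammatory response (0.248) and vessel growth (0.167) were lost after one year and inflammatory response in the difference (0.168). With the region scores, interferon gamma (0.0647), inflammatory response (0.178), vessel growth (0.118) and ribosomal genes (0.524) were lost after one year, and interferon gamma (0.373) and inflammatory response (0.160) in the difference.

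Leaving out 1 library gave 0 to 103 genes higher and 0 to 14 lower in the liver (103 and 14 without CD replicate 1, 1 lower without CD replicate 4), 108 to 249 higher and 29 to 61 lower with age (128, 108, 109 and 109 higher without 12-month CD replicates 1, 4, 7 and 16), and 0 to 1 higher after one week (1 only without 12-month CD replicate 7 or KD replicate 11). In the difference 0 to 1 were lower (1 without 26-month CD replicate 3). In the liver, type I interferon ranged from 1.5e-07 to 0.219 (lost without CD replicates 5 and 7 and KD replicates 10 and 14), mTORC1 from 0.0403 (without CD replicate 6) to 0.271, and PI3K from 0.0115 to 0.164 (lost without CD replicates 2, 4 and 8 and KD replicates 10 and 11). Notch after one week ranged from 0.0241 to 0.286 (called without 12-month CD replicates 7, 13 and 16). After one year, inflammatory response ranged from 2.1e-04 to 0.691 (lost without CD replicates 3, 4, 5 and 6 and KD replicates 10, 11 and 15) and ribosomal genes from 4.0e-08 to 0.643 (lost without KD replicate 14). In the difference, inflammatory response ranged from 0.0011 to 0.217 and was lost in 15 of 28 fits, without 12-month CD replicates 4, 7 and 16, 12-month KD replicates 2, 8, 11 and 17, 26-month CD replicates 3, 4, 5, 6 and 7 and 26-month KD replicates 10, 11 and 14.

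The correlation across genes of aging with the one-year KD went from -0.285 to 0.0026 when no CD brain entered both contrasts, and to -0.156 with the region scores. It stayed between -0.366 and -0.267 without any 1 CD brain, all of which still shared CD brains. That of brain with liver was 0.0571 for genes with a mean log2 CPM above 1, and 0.0055 to 0.0597 without 1 library (0.0055 without brain KD replicate 14, 0.0087 without liver CD replicate 3). Between brain and liver libraries of the same number, Spearman's rho in the CD mice was 0.81 for NF-kB targets and 0.952 for the unfolded protein response. In the KD mice it was 0.32 and 0.

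Of the genes named in the text, 0 reversed with a call or by more than the standard error in any alternative. Their call was the same in 487 of 520 values with age (33 lost) and 400 of 414 after one week (14 lost). It was also the same in 852 of 852 after one year, 264 of 265 in the difference (1 gained) and 934 of 942 in the liver (8 gained). For the one-year KD, the difference and the liver, the main fits called 0 genes. There the same call only means that uncalled genes stayed uncalled, which is no measure of stability. At the depth and spread of the liver libraries, simulated changes of a log2 fold change of 1 were found for 29 of 100 genes. Those of 2 were found for 85 of 100, so small changes are often missed there. Large changes were seldom missed among simulated genes only. S100a8, S100a9 and Mmp9, with larger changes and a wide spread between livers, did not pass edgeR.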

Differences from the paper's values

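The paper's group sizes at 26 months equal those of the deposited libraries. The fits without libraries high in Gm10800 were chosen only after the results were seen.

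The paper reports genes regulated by the KD in the liver and in the old brain, by DESeq2 with an adjusted p under 0.05 and an absolute log2 fold change above 1. At an adjusted p under 0.05 edgeR called 0 genes in the liver and 0 in the one-year brain, with 2792 and 999 at an unadjusted p under 0.05. DESeq2 called 97 in the liver, 60 of them at the paper's limits, and 0 in the one-year brain. Without liver CD replicate 1 edgeR called 103 higher and 14 lower in the liver. That library is the only CD liver high in Gm10800, against 5 KD livers. The calls without it thus cannot be told apart from that signal. The paper also reports numerous genes altered in the brain by the one-week KD. There edgeR and DESeq2 each called 1 gene, with 585 at an unadjusted p under 0.05 by edgeR. In the paper's heatmaps the immune, G2-M, cholesterol and coagulation groups have the directions found here. Of all genes tested in the heatmaps, 28 of 37 in the liver and 35 of 42 in the brain had an unadjusted p under 0.05.

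The paper counts mTORC1 signaling among the pathways lower in KD livers. The hallmark set of the paper was not at hand. The hand-written list tested in its place did not pass camera (adjusted p = 0.112). It passed in preranked GSEA (0.0156), without liver CD replicate 6 (0.0403), and in the 10 livers with little Gm10800, chosen after seeing the values (0.0469). The hand-written PI3K list passed camera at the preset correlation (0.0398) and in preranked GSEA (0.0044), and not at the estimated one (0.689).

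For the one-week KD the paper finds Hedgehog, Notch and inflammatory pathways changed in the brain. The hallmark sets of the paper were not at hand. None of the hand-written lists tested in their place passed camera (adjusted p = 0.679, 0.0616 and 0.393). Notch passed in preranked GSEA (0.0222), with total counts alone (0.0444) and without 12-month CD replicate 7 (0.0449), 13 (0.0241) or 16 (0.0376).

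The paper describes Cpt1a and ketone genes as raised in the brain by the acute KD. The log2 fold change of Cpt1a, 0.19, has that direction and did not pass the adjusted test of edgeR (adjusted p of 1). Among the ketone genes Slc16a1 passed (log2 fold change 0.54), while the list as a whole did not (adjusted p = 0.393).

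The paper finds the effects of aging and of the one-year KD opposed across genes. Both contrasts share the CD brains of 26 months. By ranks the effects were more opposed than in 20 simulations with no effect (Spearman -0.457, against -0.412 on average and -0.424 to -0.396). The signs (67.2% opposite, against 63.8% to 65.2%) and the covariance (-0.0267, against -0.0225 to -0.0205) also lay farther out. Pearson's r was nearer to 0 (-0.285, against -0.436), but an age effect, which the simulations lack, can by itself draw r towards 0. Splits of the CD brains varied far more than the simulations (Spearman from -0.272 to 0.308). Lying outside the simulated range thus does not show opposition beyond the shared brains. The opposition by ranks and signs was weaker without 26-month CD replicate 6 (-0.378 and 63.8%). It was also weaker with region scores as covariates, chosen after seeing the values (-0.27 and 59.6%). Without any other single 26-month CD brain the values were -0.466 to -0.516 and 67.6% to 69.6%. The simulations were not repeated for any of these fits. When no CD brain entered both contrasts, the medians were -0.0898 for Spearman and 0.0026 for Pearson. The paper finds the KD effects of brain and liver highly concordant, with an incomplete overlap. Their correlation was 0.0373 across genes, and 25 of 100 assignments of the liver diets gave one as large. The paper used RRHO, an overlap of ranked gene lists. That method was not run here for either comparison, so these values are not a rerun of the paper's measure.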

Other observations

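The alternatives with receptor genes or brain region scores as covariates were chosen only after the results were seen, as were the lists tested by regrouping the libraries and the regroupings without heatmap genes or over all lists, and the patterns below were noticed in these data.

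Genes of the meninges, the membranes around the brain, were lower with age on the CD. Of 14 markers of meningeal fibroblasts, 8 were lower by edgeR and 13 when adjusted over the list alone (camera, adjusted p = 6.2e-24, and 0.0051 with an estimated correlation). Fmod, a proteoglycan that orders collagen, was at 4.53 ± 1.31 CPM (SD, n = 8) at 26 months and 17.2 ± 4.97 (n = 5) at 12 months, a log2 fold change of -1.92 (SE 0.23, adjusted p = 1.5e-05 from edgeR). Slc22a6, an organic anion transporter, was at 2.51 ± 1.27 and 9.19 ± 2.61 CPM (-1.88, SE 0.30), Ogn at -1.33 (SE 0.24) and Slc6a13 at -1.12 (SE 0.20). How much of the membranes stayed on each brain at dissection is not known. Myelin genes were higher with age (15 genes, 11 over the list alone, camera adjusted p = 1.2e-12, and 0.119 with an estimated correlation), among them Trf, which carries iron, at 7.94 ± 1.00 and 4.13 ± 0.857 CPM (log2 fold change 0.94, SE 0.18, adjusted p = 0.0049 from edgeR).

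In single mice, groups of genes moved together. Scores of the glucocorticoid-induced genes were 1.86, 1.63 and 1.36 in brain 26-month CD replicates 3, 6 and 7 and at most 0.30 in all other brains. Hindbrain markers differed between old brains as well: Tph2, which makes serotonin, was at 8.10 ± 7.69 CPM (SD, n = 8) on the CD and 1.58 ± 1.15 on the KD (log2 fold change -2.33, SE 0.66), and erythroid genes such as Hba-a1, an alpha globin gene, at 46.0 ± 25.6 and 26.1 ± 10.5 CPM.

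Brain and liver libraries of the CD mice carry the same numbers from 1 to 8, but the paper's text does not say that a number is one mouse. Across these 8 numbers the scores of the unfolded protein response had r = 0.88 (permutation p = 9.2e-04, adjusted 0.0532; without the 2 farthest livers r = 0.904) and rho = 0.952 (permutation p = 0.0011, adjusted 0.0662). NF-kB targets had r = 0.96 (permutation p = 0.0043, adjusted 0.125; without the 2 farthest r = 0.94) and rho = 0.81 (permutation p = 0.0218, adjusted 0.305). Across the 7 numbers that brain and liver libraries of the KD mice share, the unfolded protein response had r = -0.0031 (permutation p = 0.99). NF-kB targets had r = 0.47 there (permutation p = 0.28). Of 58 relations tested, none passed the adjustment.

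Other groupings of the same libraries show which counts chance can give. Of 100 groupings, the real one included, 1 gave as many called genes as aging (real 278, highest other 15), so chance is excluded there. For the one-week KD 35 gave as many genes at an unadjusted p under 0.05 (real 585, highest other 4961), and for the one-year KD in the brain 48 (real 999, highest other 5750). Chance cannot be excluded for either count, and groupings with several times the real count point to a structure of the samples. For the inflammatory response list, 2 groupings gave a camera p as small as aging (-log10 p of 25.5, highest other 26.8), which excludes chance at a share of 0.05 for this list taken alone, and 41 as small as the one-year KD (1.85, highest other 10.6), where chance is not excluded. Over all lists without heatmap genes, 6 groupings gave a p as small as the smallest real one for aging (24.6, highest other 33.8), so by the measure that counts the choice of a list, as used for the lists below, chance is not excluded for a list of aging, while the number of called genes excludes it. For NF-kB targets after the one-year KD, 1 grouping, the real one, gave so small a p (4.26, highest other 4.11), but this list holds genes of the paper's heatmap of the same brains, whose choice the paper does not describe, and without them 10 groupings gave a p as small (0.99, highest other 1.46), so chance is not excluded.

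In the liver, 38 of 100 groupings gave a camera p as small for the inflammatory response (-log10 p of 8.56, highest other 17.4), so chance is not excluded, and 3 for the phagosome (10.3, highest other 10.6). For vessel growth genes after the one-week KD 1 grouping, the real one, gave so small a p (9.02, highest other 7.94). As both lists were chosen after their results were seen, the smallest p of any list without heatmap genes is the fairer measure. By that measure 87 groupings of the livers gave a p as small (highest other 44.0) and 49 groupings for the one-week KD (8.51, highest other 25.9), so chance is not excluded for either list, and the high values of other groupings point to a structure of the samples.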
